# Transcriptional regulation of gene expression clusters in motor neurons following spinal cord injury

**DOI:** 10.1186/1471-2164-11-365

**Published:** 2010-06-09

**Authors:** Jesper Ryge, Ole Winther, Jacob Wienecke, Albin Sandelin, Ann-Charlotte Westerdahl, Hans Hultborn, Ole Kiehn

## Abstract

**Background:**

Spinal cord injury leads to neurological dysfunctions affecting the motor, sensory as well as the autonomic systems. Increased excitability of motor neurons has been implicated in injury-induced spasticity, where the reappearance of self-sustained plateau potentials in the absence of modulatory inputs from the brain correlates with the development of spasticity.

**Results:**

Here we examine the dynamic transcriptional response of motor neurons to spinal cord injury as it evolves over time to unravel common gene expression patterns and their underlying regulatory mechanisms. For this we use a rat-tail-model with complete spinal cord transection causing injury-induced spasticity, where gene expression profiles are obtained from labeled motor neurons extracted with laser microdissection 0, 2, 7, 21 and 60 days post injury. Consensus clustering identifies 12 gene clusters with distinct time expression profiles. Analysis of these gene clusters identifies early immunological/inflammatory and late developmental responses as well as a regulation of genes relating to neuron excitability that support the development of motor neuron hyper-excitability and the reappearance of plateau potentials in the late phase of the injury response. Transcription factor motif analysis identifies differentially expressed transcription factors involved in the regulation of each gene cluster, shaping the expression of the identified biological processes and their associated genes underlying the changes in motor neuron excitability.

**Conclusions:**

This analysis provides important clues to the underlying mechanisms of transcriptional regulation responsible for the increased excitability observed in motor neurons in the late chronic phase of spinal cord injury suggesting alternative targets for treatment of spinal cord injury. Several transcription factors were identified as potential regulators of gene clusters containing elements related to motor neuron hyper-excitability, the manipulation of which potentially could be used to alter the transcriptional response to prevent the motor neurons from entering a state of hyper-excitability.

## Background

The mammalian central nervous system has limited capability for regeneration. Spinal cord injury therefore leads to neurological dysfunctions affecting the motor, sensory as well as the autonomic systems [1]. In the immediate phase following spinal cord injury the excitability of the motor networks caudal to the injury becomes depressed. This initial state of motor depression is often followed by a maladaptive increase in network excitability resulting in spasticity and/or pain [2-6]. The injury-induced spasticity is characterized by a disturbing hyper-reflexia causing prolonged muscle activity upon short activation of sensory afferents [7,8]. Increased excitability of spinal motor neurons, the cells that transduce the reflex response to the muscles, has been implicated in this pathophysiological state.

Under normal physiological conditions the motor output (gain) can be modulated by activation of channels in the motor neurons that conduct persistent inward currents, resulting in plateau potentials and sustained firing, leading to enhanced and prolonged muscle contraction [9-14]. The expression of plateau potentials depends on metabotropic receptor activation including activation of noradrenergic and/or serotonergic receptors. The neuromodulators that activate these receptors primarily originate from neurons located in the brainstem, which project descending fibers to the spinal cord. The ability to generate plateau potentials therefore disappears in motor neurons located caudal to a spinal cord injury [10,15-21]. They spontaneously reappear two to three weeks after injury due to chronic changes in motor neuron properties that parallel development of injury-induced spasticity [22-24]. To investigate the molecular mechanisms underlying the reappearance of plateau potentials after spinal cord injury we recently undertook a global gene expression study of motor neurons in the late phase of injury-induced spasticity [25] using the rat-tail-model with a complete spinal cord transection at the S2 segment, developed by Bennett and coworkers [6]. This work identified differential expression of genes relating to ion channels, neurotransmitter receptors and intracellular pathways 21 and 60 days post injury, supporting the observed increase in motor neuron excitability and the reappearance of plateau potentials [25]. In the present work we investigate the dynamic transcriptional response of motor neurons following spinal cord injury 0, 2, 7, 21 and 60 days post injury, enabling us to dissect out some of the regulatory mechanisms of transcription underlying the observed hyper-excitability. In the brain, such dynamic transcriptome analyses have been used to analyze the gene expression pattern of well-defined cell populations during development [26,27]. Comprehensive studies on the mechanisms of transcriptional regulation have mostly been conducted on simpler model systems with homogenous cell populations such as cell cultures [28-31]. In the present study the transcriptional response of motor neurons over time constitute a direct measure of cell-specific processes in a complex anatomical structure, allowing us in a similar fashion to examine the expression patterns and the underlying regulatory mechanisms of this response.

Cluster analysis of the gene expression time series identifies 12 time profiles reflecting combinations of early and late transcriptional regulations. Ontology analysis shows that these clusters contain groups of genes that define over-represented ontologies, indicating that each cluster profile reflects the timing of distinct biological processes as the motor neurons respond to the injury. Genes previously implicated in the development of the plateau potentials in injury-induced spasticity [32] are also identified as differentially expressed over time. The general injury response is paralleled by a response in the regulatory networks of transcription factors. Transcription factor motif analysis of the gene promoter sequences belonging to each time profile indicates a complex regulatory control of the different time profiles. Such transcription factors could prove to be potential targets for treatment of injury-induced spasticity as well as other aspects of the injury response, where experimental manipulation of their expression could be used to alter the transcriptional response of motor neurons preventing them from entering a state of hyper-excitability.

## Results

### Transcriptional response of motor neurons to injury

Spinal cord injury was inflicted by a complete spinal cord transection at the second sacral segment (S2), in effect disconnecting the spinal networks caudal to the lesion from the remaining part of the central nervous system. The injury causes complete paralysis of the tail, with no effect on bladder, bowel or hind limb functions [6,32]. The motor paralysis of the tail is followed by a slowly developing spasticity [33] in the weeks and months after injury. Clinical as well as electrophysiological evaluation of tail spasticity was performed at each time point, showing a progressive development of spasticity (or hyper-reflexia) saturating between 21 and 60 days post injury (Figure 2 in [32]).

To examine and compare the transcriptional response of the motor neurons in early and late post-injury phases GeneChip^® ^Rat Genome 230_2.0 Arrays (Affymetrix, RAT230 2 chip) were hybridized with RNA samples originating from motor neurons of uninjured control animals (n = 4) as well as animals 2 (n = 6), 7 (n = 5), 21 (n = 8) and 60 (n = 8) days post injury. 

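Each array held amplified RNA from the Fluoro-Gold labelled tail motor neurons of 1 rat, cut out of sections of the spinal cord below the lesion, so that the replicates of a group are separate animals. The deposited values are RMA expression summaries on the log2 scale, background compensated and quantile normalized by the authors. They span 0 to 14.37 over 12919 probe sets. The 6 Affymetrix control sets were left out and the other 12913 probe sets were tested, of which 11880 match 1 gene symbol, 320 match several and 713 match none. Array medians lay between 5.95 and 6.1 in all 5 groups, and the correlation between any 2 arrays lay between 0.875 and 0.989. The spread of the arrays differed. Their interquartile range (log2) was 1.95 to 2.03 in Control and 1.92 to 2.05 in Spi-2. In Spi-7 it was 1.75 in replicate 5 and 1.98 to 2.01 in the others. Late it lay below every control, at 1.74 to 1.89 in Spi-21 and 1.81 to 1.93 in Spi-60. The first principal component carried 25.3% of the variance. For Gapdh, the 3′ control probe set exceeded the 5′ set by 2.01 ± 0.33 (log2, SD, n = 4) in Control, 2.82 ± 0.36 (n = 6) in Spi-2, 3.01 ± 0.37 (n = 5) in Spi-7, 2.29 ± 0.94 (n = 8) in Spi-21 and 3.49 ± 0.35 (n = 8) in Spi-60. This difference, a measure of the length of the amplified RNA, entered an alternative fit chosen after seeing the data as the 3′ covariate. A linear model with a mean for each group was fitted with limma, and changes are given as log2 fold changes against the uninjured controls ± the standard error (SE) of this fit, with p adjusted over all probe sets by the Benjamini-Hochberg method. The late change is the mean of days 21 and 60 and the early change the mean of days 2 and 7, each minus control. The Spi-21 and Spi-60 arrays came from the earlier study [32] and the Control, Spi-2 and Spi-7 arrays from the present one, so that no group was made in both studies.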

A conglomerate classifier based on three well-established adjusted ANOVA test-statistics for microarray analysis (limma, Cyber-T and SAM) was used to identify significantly differentially expressed genes used for subsequent clustering, identifying 3,708 genes with a set false discovery rate (FDR) threshold of 0.02 [34].

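Transection was followed by lower RNA of Cnr1, the presynaptic cannabinoid receptor, at every time point. Its probe set of Table 2 changed by -1.91 ± 0.26 (adjusted p = 4.57e-05) at day 2 (6 animals against 4 controls), -1.79 ± 0.27 (adjusted p = 0.000374) at day 7 (n = 5) and -2.10 ± 0.25 (adjusted p = 5.52e-06) at day 60 (n = 8). A dimmer second probe set had a late change of 0.07 ± 0.09 (adjusted p = 0.649). Hspa13, a chaperone of the Hsp70 family, fell at day 2 (-1.82 ± 0.20, adjusted p = 2.14e-06) and day 7 (-1.48 ± 0.21, adjusted p = 0.000168), and so did Ncl, the nucleolar protein nucleolin (-1.50 ± 0.17, adjusted p = 2.87e-06 at day 2). At day 7 higher values were found for Ngfr, the p75 neurotrophin receptor (2.95 ± 0.65, adjusted p = 0.00989), Mmp3, a matrix metalloproteinase (2.38 ± 0.43, adjusted p = 0.00225), the cytokine Il33 (2.27 ± 0.52, adjusted p = 0.0127) and the tubulin Tubb2b (1.82 ± 0.32, adjusted p = 0.00207). Over all 5 groups 2098 of 12913 probe sets passed the moderated F-test of limma at an FDR of 0.02. Against control, 643 probe sets were lower and 503 higher at day 2, 216 lower and 118 higher at day 7, 1381 lower and 767 higher at day 21, and 1277 lower and 930 higher at day 60 (adjusted p under 0.05). After a further quantile normalization the share of higher probe sets went from 35.3% to 45.6% at day 7, from 35.7% to 52.1% at day 21 and from 42.1% to 55.1% at day 60. Within the present study 389 probe sets differed among days 0, 2 and 7, and within the earlier study 1 differed between days 60 and 21. The first of these counts was 131, 156, 103 or 253 without control replicate 1, 2, 3 or 4, 245 or 250 without Spi-2 replicate 5 or 6 and 25 with the replicate number as a block; the second was 11 without Spi-21 replicate 4 and 0 without any other 1 of its 16 arrays. Without control replicate 1, 2 or 3 the count at day 2 was 747, 758 or 675 and at day 7 168, 200 or 147 (202 or 207 without Spi-7 replicate 1 or 2), without control replicate 2 or 3 it was 1197 or 1276 at day 21 and 1420 or 1446 at day 60, and with the 3′ covariate the count was 190 at day 7 and 267 at day 60. Array weights gave 4082 in the F-test, 2275 at day 2, 1530 at day 7 and 1060 among days 0, 2 and 7, and the q-value 3625 in the F-test. Fits of the 2 groups alone gave 524 at day 7 and 1364 at day 21, and without Spi-21 replicates 1 to 3 the count was 680 at day 21 and 64 between days 60 and 21; the 3′ covariate ended the calls of Ngfr and Il33, and leaving out control replicate 1 or 3 that of Il33.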

### Consensus clustering unravels distinct gene expression time profiles

In order to identify common expression profiles across time among the differentially expressed genes, transcripts were grouped into clusters of similar expression patterns using a robust consensus cluster algorithm developed by Grotkjaer et al. 2006 [35]. The consensus cluster algorithm is based on an averaging procedure conducted on multiple runs of K-means clustering (see "*Methods*"). This procedure amplifies common patterns in the expression profiles while suppressing non-reproducible features. To reduce miss-classification due to noise in the expression data (of non-differentially expressed genes) we use the consensus clustering on the most likely differentially expressed genes. With a 0.02 FDR level of significance 3,708 probe sets were included in the consensus cluster analysis. The analysis revealed the existence of 12 distinct time profiles (Figure 1A-1B) each containing 178-574 genes. 

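Clustering of the 2098 called probe sets placed 1242 in 7 groups with a late mean below control and 856 in 5 groups with a late mean above it; 1 of the 7, of 151 probe sets, was at control level late (-0.02) and lower early (-0.61). The largest group, of 279 probe sets, had a mean change of 0.15 early and -0.40 late. All group means here are in normalized expression (no unit) and are not log2 fold changes. The group with the lowest late mean held 254 probe sets, with -0.54 early and -0.89 late. A group of 171 probe sets had its lowest mean at day 2 (-0.93) and stood at -0.69 late. In the group with the highest late mean, 158 probe sets stood 0.32 above control early and 0.82 late. The smallest group, of 93 probe sets, had a mean of 0.07 at day 2 and -0.70 at day 60. The grouping followed the paper's scheme of 30 k-means runs for each k from 6 to 14 on expression centred and divided by its largest deviation, with Ward clustering of the co-occurrence into 12 groups. No test belongs to these means, since the groups were formed on the same animals, and with values on the linear scale 6 groups were lower and 6 higher.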

Increasing the amount of consensus clusters beyond 12 did not reveal new patterns of expressions but rather breaks down the existing time profiles into sub-categories with very similar features. Heatmaps of each of the 12 consensus clusters, Figure 1A, show how their constituent genes change expression over time across all the microarrays in the study, where the expression levels for each transcript have been centered and normalized according to *eq 1*. Red color signifying expression above the average for a given transcript and green color signifies below average (see color bar). For each cluster the average level of (normalized) expression across all its constituent genes was calculated for each time point producing cluster-specific time profiles of expression, shown in Figure 1B- in the following termed cluster profiles. The similarity between cluster profiles is illustrated by the dendrogram of Figure 1C as well as in the contour map of the optimal leaf ordered co-occurrence matrix shown in Figure 1D. The co-occurrence contour map illustrates the degrees of gene overlap between the clusters in all the K-means cluster runs, where well defined squares represents very robust clusters while points falling outside these areas represents genes that occasionally fall into other clusters. The co-occurrence contour map is fairly well defined along the diagonal where overlapping genes for the most part are limited to neighboring clusters.

**Figure 1:**
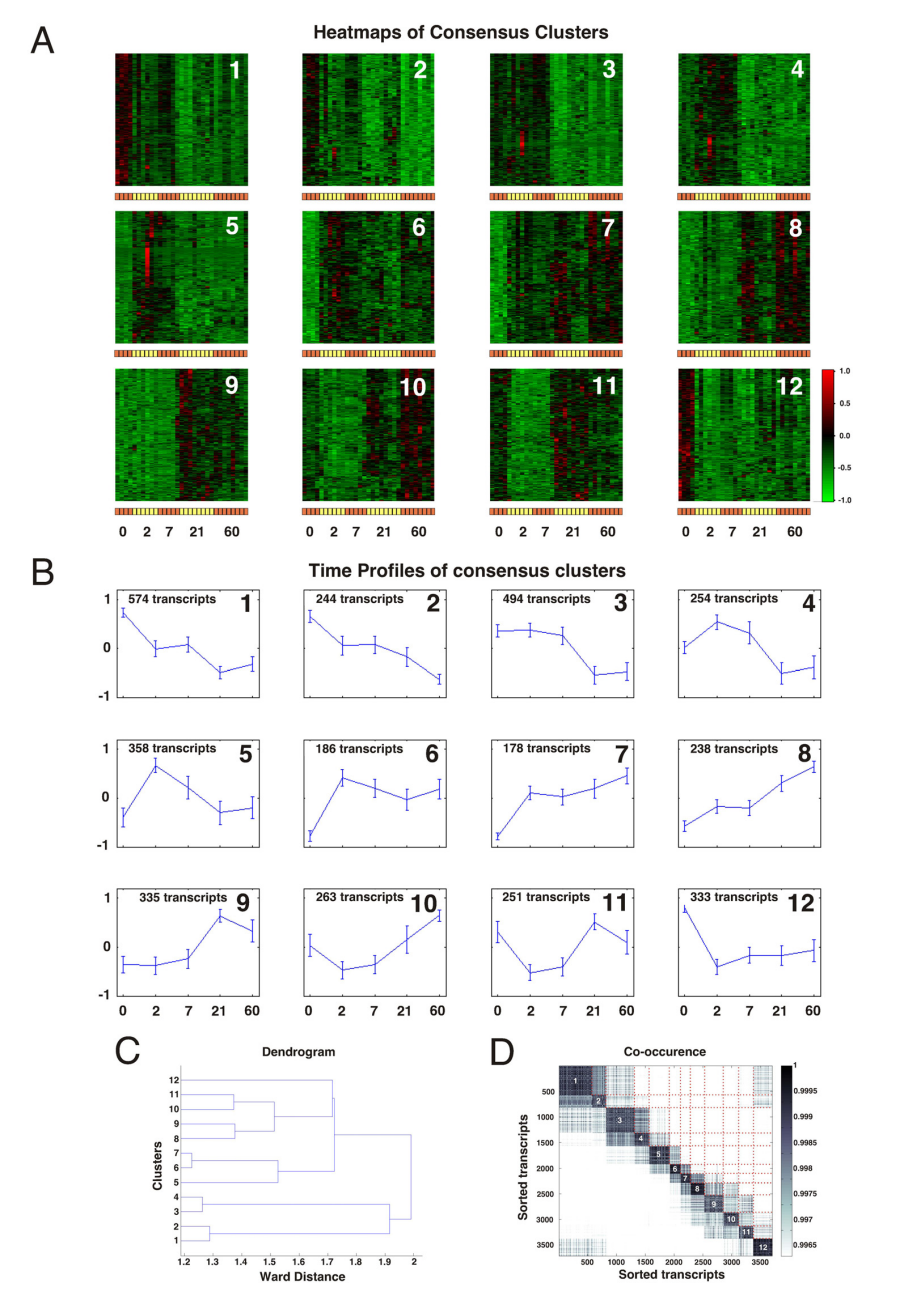
**Consensus clustering define distinct time profiles of gene expression**. Consensus clusters of the 3,708 most differentially expressed genes. **A**. Heatmaps of each consensus cluster illustrating the expression pattern of the genes contained in each cluster. The gene wise expression has been normalized according to eq. 1 resulting in expression between -1 and +1. Color Code: Red signifies up-regulation and green down-regulation compared to the gene-wise average (see color bar). The alternating colored bars below each heatmap illustrate the microarrays of each time point 0, 2, 7, 21 and 60 days post injury. **B**. The average expression time profile of each consensus cluster, plus/minus one standard deviation. **C**. Optimal leaf ordered dendrogram showing the Ward distance between each consensus cluster. **D**. Contour map of the (leaf ordered) co-occurrence matrix. The consensus clusters are indicated along the diagonal with numbers. This figure illustrates the gene overlap between clusters for the consecutive cluster runs with randomized initial settings.

The expression time profiles fall into two main branches in the dendrogram, with profiles 1-4 in one branch and profiles 5-12 in the other. The first group (profiles 1-4) shares a pattern of late (21 and 60 days) down-regulation, whereas their early response varies (2 and 7 days). 

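The probe sets that the paper's gene list assigns to profiles 1 to 4 stood lower at days 21 and 60 than in control. The mean normalized expression of the 574 probe sets of profile 1 was 0.58 ± 0.08 (SD, n = 4) in Control, -0.26 ± 0.21 (n = 8) in Spi-21 and -0.15 ± 0.18 (n = 8) in Spi-60. For the 494 probe sets of profile 3 it was 0.28 ± 0.09 in Control, 0.29 ± 0.13 (n = 6) in Spi-2 and -0.27 ± 0.18 in Spi-21. The median late log2 fold change was -0.80 in profile 1, -0.63 in profile 2, -0.54 in profile 3 and -0.25 in profile 4. Among single genes with low late values, Vsnl1, a neuronal calcium sensor, changed by -2.78 ± 0.36 (adjusted p = 4.36e-05) at day 21 (8 animals against 4 controls), Cacybp, which binds calcyclin, by -1.92 ± 0.40 (adjusted p = 0.00199), and Nbea, a protein of vesicle traffic, by -1.67 ± 0.28 (adjusted p = 0.000293). At day 60 Rnf227 changed by -2.01 ± 0.29 (adjusted p = 5.71e-05) and Gpm6a, a membrane glycoprotein of neurons, by -1.63 ± 0.28 (adjusted p = 0.000294). The single-gene values are from limma, and the profile means carry no test because the profiles were defined on these arrays. Control and late arrays came from different studies, and only the first 2018 entries of the gene list were held, of which profiles 1 to 5 are complete.

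**Figure D1:**
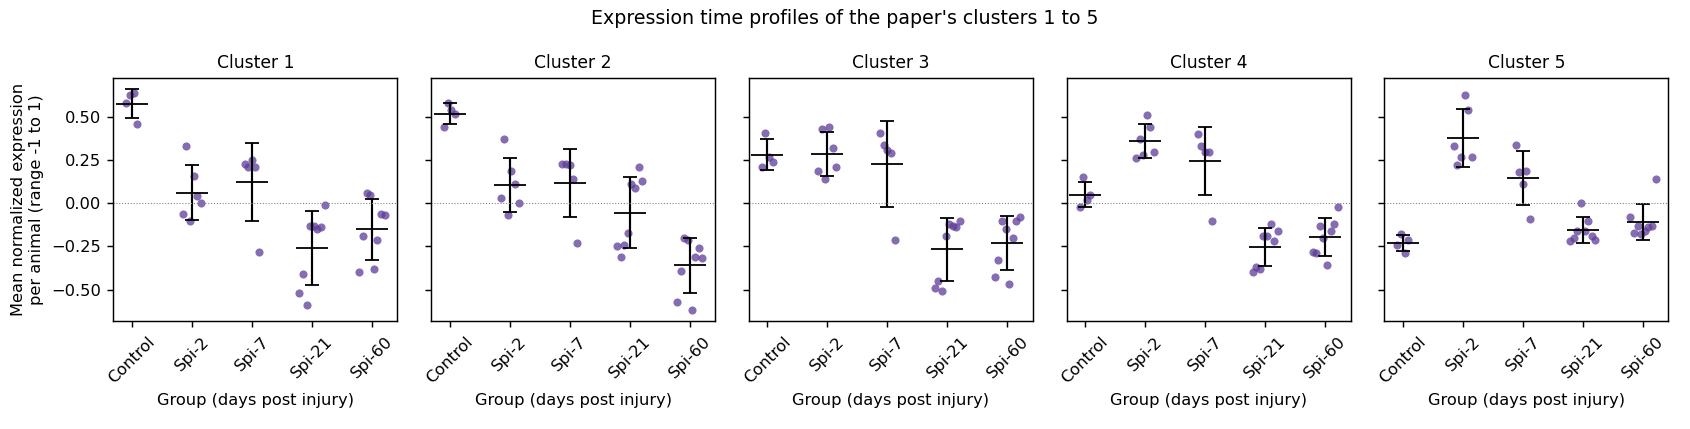
Mean normalized expression of the probe sets of the paper's clusters 1 to 5 in each animal (no unit, range -1 to 1), by group. Dots are animals and bars the mean ± SD; clusters 1 to 4 lie lower in Spi-21 and Spi-60 than in Control, and cluster 5 is highest in Spi-2 (0.38 ± 0.17).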

In the other group (profiles 5-12), all but profile 12 are characterized by an up-regulation either early (profile 5), late (profiles 8-10) or both (profiles 6-7). 

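Among the named genes, Anxa6, a calcium-dependent membrane-binding annexin, had the highest change of those that kept their call under every setting at day 60. It rose by 1.42 ± 0.21 (adjusted p = 0.000151) at day 21 and 1.82 ± 0.21 (adjusted p = 5.52e-06) at day 60 (8 animals against 4 controls each). The palmitoyltransferase Zdhhc18 rose by 1.22 ± 0.21 (adjusted p = 0.000507) and 1.31 ± 0.21 (adjusted p = 0.000167), Uts2, the precursor of the peptide urotensin 2, by 1.18 ± 0.18 (adjusted p = 0.000196) at day 21, and Rundc3a by 1.37 ± 0.20 (adjusted p = 6.03e-05) at day 60. Profile 5 of the paper's list, with 358 probe sets, stood at -0.23 ± 0.05 (normalized expression, SD, n = 4) in Control, 0.38 ± 0.17 (n = 6) in Spi-2, 0.15 ± 0.16 (n = 5) in Spi-7 and -0.11 ± 0.11 (n = 8) in Spi-60. Its median log2 fold change at day 2 was 0.64. Of the groups formed here, 159 probe sets were higher early (mean 0.64) than late (0.22), 206 were higher late (0.60) with 0.02 early, and 165 were higher in both phases (0.74 each). These group means are changes in normalized expression. The late values compare arrays of the earlier study with controls of the present one. Vgf, a neuropeptide precursor, rose by 1.58 ± 0.30 (adjusted p = 0.00074) at day 60, a call that was lost with the 3′ covariate. Single genes were tested with limma.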

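Kcna1, a potassium channel of axons, fell early (-0.93 ± 0.17, adjusted p = 0.000912), and so did Zeb1, a repressor of transcription (-0.96 ± 0.14, adjusted p = 9.04e-05, days 2 and 7, 6 and 5 animals, against 4 controls). Zeb1 stood at -0.17 ± 0.15 (adjusted p = 0.468) at day 21 and was still lower at day 60, at -0.70 ± 0.15 (adjusted p = 0.00211). Of the 13 excitability probe sets that Table 2 places in profile 10, 3 passed the test as higher late, 9 had the same sign without passing it and 1 had the opposite sign. Of the 11 placed in profile 11, 5 passed as lower early and 6 had that sign without passing. Adjusted over the list alone, 5 and 9 passed these contrasts with control. In the F-test over the 5 groups, which has no direction, 9 of the 13 and 8 of the 11 passed. The probe sets of Table 2 were chosen by the study on these arrays, so these counts are not independent evidence of direction. In the clustering of all called probe sets, 168 stood at -0.26 early and 0.33 late, and 151 at -0.61 early and -0.02 late. These group means are in normalized expression and cannot be compared in size with the log2 fold changes above. Single genes were tested with limma.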

Profiles 10 and 11 have an early down-regulation followed by a subsequent up-regulation. Cluster profile 12 is characterized by a very substantial early down-regulation followed by a slight progressive increase in expression that remains below control levels. This makes it somewhat similar to cluster profiles 10 and 11, though as it remains below control levels even in the late phase its biological classification rather belongs to the group of down-regulated cluster profiles 1-4. 

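Fkbp2, a peptidyl-prolyl isomerase of the endoplasmic reticulum, fell by 1.54 ± 0.17 (adjusted p = 2.14e-06) at day 2 (6 animals against 4 controls), and its late change was -0.99 ± 0.15 (adjusted p = 5.66e-05, 16 animals). A brighter second probe set of Fkbp2 had a change of -0.12 ± 0.21 (adjusted p = 0.812) at day 2. Gpx4, which reduces lipid peroxides, fell by 1.52 ± 0.18 (adjusted p = 2.17e-05) at day 7 (n = 5). Of the 10 excitability probe sets listed in Table 2 under profile 12, 9 passed the test as lower late and the other had the same sign, and all 10 passed when adjusted over the list alone. Among them were Kcns3, a modulatory potassium channel subunit (-0.93 ± 0.22, adjusted p = 0.00368), Kcnc1, a potassium channel of fast-spiking neurons (-0.76 ± 0.22, adjusted p = 0.0161), Clcn4, a chloride and proton exchanger (-0.74 ± 0.21, adjusted p = 0.0111; early -1.15 ± 0.22 (adjusted p = 0.000949)), Kctd9 (-0.59 ± 0.17, adjusted p = 0.0163) and Kcnj16, an inward rectifier (-0.37 ± 0.11, adjusted p = 0.0195). The list was chosen by the study on these arrays and is not independent evidence of direction. The group of 171 probe sets lowest at day 2 in the clustering stood at -0.93 at day 2, -0.74 at day 7, -0.70 at day 21 and -0.68 at day 60. These group means are changes in normalized expression. All p are from limma. The 3′ covariate ended the late calls of Kcnc1, Clcn4, Kctd9 and Kcnj16, a further quantile normalization those of Kcnc1 and Kctd9, and leaving out control replicate 1 those of Kcnc1, Kctd9 and Kcnj16, replicate 2 that of Kcnj16, replicate 3 those of Kcnc1 and Kcnj16 and replicate 4 that of Kctd9.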

The co-occurrence plot, Figure 1D, also illustrates this fact, where genes of profile 12 occasionally overlap with cluster profiles 1 and 2 as well as with cluster profiles 10 and 11. The full list of differentially expressed genes grouped according to their cluster identification is provided in Additional file 1.

The consensus clustering of the differentially expressed genes thus unravels gene clusters with distinct expression time profiles. We used these clusters for ontology analysis as well as to ascribe expression profiles to genes related to motor neuron excitability changes. Analysis of transcription factor regulation was performed on each cluster to identify potential mechanisms of regulation for the identified genes and ontologies.

### Ontology analysis of gene expression time profiles

Genes may be annotated according to well-defined ontologies such as biological processes, cellular location, biochemical pathways, protein families etc. highlighting different aspect of their function. Over-representation of genes within a cluster profile that share an ontology term strongly suggests that the cluster represents a set of genes that engage in or represent the identified ontology [36]. The ontology database maintained by the gene ontology (GO) consortium annotating genes according to biological processes (BP), molecular functions (MF) and cellular compartments (CC) as well as INTERPRO and KEGG pathways were all used in this analysis. Each ontology highlights a different aspect of gene functions, making it desirable to group together over-represented ontologies containing a predefined degree of gene overlap in order to fully appreciate the functional role of each of the 12 time profiles. Furthermore, since gene ontologies are structured as acyclic directed graphs where a gene is annotated from its most descriptive (lowest) level all the way up through the graph, it may also be desirable to group together the annotation terms within each branch in the ontology graph that share the same genes and within these extract the most representative ontology (the lowest level) to exclude redundant representations. DAVID functional ontology clustering accomplishes this task. The ontology analysis was run on each time profile with the total set of differentially expressed genes as background. The most representative term of each ontology cluster with a p-value below 0.03 was extracted, shown in Table 1. It is clear from this analysis that profiles 1-4 and 12, all signified by a late down-regulation, have several overlapping terms. Among the over-represented ontologies defined by the down-regulated genes contained in each of these clusters, we find "cell-cell adhesion" and "zinc finger" shared between profiles 1 and 3, ontologies relating to ribosomal processes shared in profiles 2 and 3, and ontologies relating to metabolic processes shared in profiles 3 and 4. 

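Genes of cell-cell adhesion moved both ways late after injury. Of 45 measured, 6 were lower and 4 higher at day 21 (6 and 4 adjusted over the list alone). The protocadherin Pcdh20 fell by 1.54 ± 0.29 (adjusted p = 0.000815, 8 animals against 4 controls), Ctnna1, which links cadherins to actin (-1.01 ± 0.25, adjusted p = 0.00711), Fat1, a giant cadherin (-1.18 ± 0.30, adjusted p = 0.00731) and the adhesion molecule Ncam2 (-0.97 ± 0.20, adjusted p = 0.00178). As a set they did not pass (camera, adjusted p = 0.999, and adjusted p = 0.999 with an estimated correlation). Of 126 C2H2 zinc finger genes, 16 were lower and 4 higher at day 60 (16 and 4 over the list alone), among them Zfp638 (-1.04 ± 0.21, adjusted p = 0.00115) and Zfp655 (-0.96 ± 0.21, adjusted p = 0.00208), and the set did not pass (camera, adjusted p = 0.565, and adjusted p = 0.574 with an estimated correlation). Cytosolic ribosomal protein genes fell: 17 of 39 were lower and 1 higher at day 60 (21 and 2 adjusted over the list alone), with Rpl35a at -0.62 ± 0.12 (adjusted p = 0.000589), Rpl14 at -0.77 ± 0.16 (adjusted p = 0.00138) and Rps24 at -0.76 ± 0.16 (adjusted p = 0.00211). Their median was -0.39 (camera, adjusted p = 4.56e-05, and adjusted p = 0.734 with an estimated correlation). At day 21 the median was -0.29, with 10 lower and 1 higher (12 and 1 over the list alone, camera, adjusted p = 0.00276, and adjusted p = 0.85 with an estimated correlation). That call was lost after a further quantile normalization and without Spi-21 replicates 1 to 3, a choice made after seeing the data. Control and late arrays came from different studies.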

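Genes of oxidative phosphorylation, the complexes that make ATP in the inner mitochondrial membrane, fell already at day 2. Of 68 measured, 29 were lower and 0 higher (40 and 0 adjusted over the list alone; 6 animals against 4 controls), with a median log2 fold change of -0.46. Cox7b, a subunit of cytochrome c oxidase, changed by -0.86 ± 0.13 (adjusted p = 0.00012), Ndufb3 of complex I by -0.83 ± 0.12 (adjusted p = 6.12e-05) and Atp5f1c of ATP synthase by -1.13 ± 0.20 (adjusted p = 0.000688). The set was called at day 2 (camera, adjusted p = 2.13e-14, and adjusted p = 0.518 with an estimated correlation) and at day 7, with a median of -0.35 and 10 lower (28 over the list alone, camera, adjusted p = 2.51e-11, and adjusted p = 0.518 with an estimated correlation). Of 19 genes of the tricarboxylic acid cycle, 6 were lower at day 2 (7 over the list alone) and 0 higher, among them Suclg1 (-0.93 ± 0.15, adjusted p = 0.000271), Sdha (-0.61 ± 0.13, adjusted p = 0.00277) and Pdhb (-0.78 ± 0.18, adjusted p = 0.00635), a subunit each of succinyl-CoA ligase, succinate dehydrogenase and pyruvate dehydrogenase (camera, adjusted p = 7.86e-05, and adjusted p = 0.518 with an estimated correlation). The list mean of oxidative phosphorylation was 0 ± 0.09 (SD, n = 4) in Control and -0.40 ± 0.12 (n = 6) in Spi-2. In the list of ABC, P-type and V-type ATPase transporters, 13 of 59 genes were lower and 2 higher at day 2 (16 and 5 over the list alone), and the set did not pass (camera, adjusted p = 0.0597, and adjusted p = 0.518 with an estimated correlation).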

Profile 12 contains genes that seem to be involved in mitochondrial energy production (ATP) and regulation of anion concentrations and signaling. 

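The fall in mitochondrial genes was also called late after injury. At day 21, 28 of 68 genes of oxidative phosphorylation were lower and 2 higher (34 and 2 adjusted over the list alone; 8 animals against 4 controls), and at day 60 26 were lower and 6 higher (33 and 9). Cox7b changed by -1.08 ± 0.12 (adjusted p = 4.39e-06) at day 60 and the complex I subunits Ndufb5 by -0.80 ± 0.10 (adjusted p = 7.24e-06) and Ndufb3 by -0.74 ± 0.11 (adjusted p = 9.94e-05). The medians were -0.31 at day 21 (camera, adjusted p = 1.13e-06, and adjusted p = 0.518 with an estimated correlation) and -0.32 at day 60 (camera, adjusted p = 9.43e-06, and adjusted p = 0.574 with an estimated correlation). Genes of mitochondrial ribosomal proteins, which translate the RNA of the organelle, fell as well: 24 of 68 were lower and 3 higher at day 60 (32 and 5 over the list alone), with Mrpl33 at -0.74 ± 0.11 (adjusted p = 5.71e-05), Mrps9 at -1.03 ± 0.18 (adjusted p = 0.000293) and Mrps35 at -0.99 ± 0.17 (adjusted p = 0.00033; for the list, median -0.32, camera, adjusted p = 2.75e-06, and adjusted p = 0.574 with an estimated correlation). In the tricarboxylic acid cycle 10 of 19 genes were lower at day 21 (10 over the list alone, camera, adjusted p = 0.000441, and adjusted p = 0.518 with an estimated correlation) and 4 at day 60 (4, camera, adjusted p = 0.00651, and adjusted p = 0.574 with an estimated correlation). Of 17 glycolysis genes, 2 were higher and 0 lower at day 60 (2 and 0 over the list alone), Eno1 (0.69 ± 0.19, adjusted p = 0.0117) and Aldoa (0.68 ± 0.19, adjusted p = 0.0132), and the set did not pass (camera, adjusted p = 0.565, and adjusted p = 0.85 with an estimated correlation). The 3′ covariate ended the call of the tricarboxylic acid cycle at day 60, and the late arrays came from the earlier study.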

There are some terms in cluster profiles 1-4 that also seem to indicate a down-regulation of mitochondrial processes and overall metabolism. The profiles signified by an up-regulation of transcripts somewhere along the time profile (cluster profiles 5-11) engage in different processes from those observed for cluster profiles 1-4 and 12. 

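Genes of immune cells and of the inflammatory response were higher 2 days after transection. Of 19 microglia and macrophage markers, 7 rose and 0 fell (11 and 0 adjusted over the list alone), with a median log2 fold change of 0.69. Csf1r, the receptor of colony stimulating factor 1 on microglia, rose by 2.02 ± 0.40 (adjusted p = 0.00174, 6 animals against 4 controls), Coro1a, an actin regulator of leukocytes, by 1.73 ± 0.36 (adjusted p = 0.0023), C1qc, a complement subunit, by 1.82 ± 0.44 (adjusted p = 0.00823) and Aif1, a microglial calcium-binding protein, by 1.93 ± 0.52 (adjusted p = 0.0176; for the list, camera, adjusted p = 1.98e-06, and adjusted p = 0.518 with an estimated correlation). Of 37 inflammatory cytokines and acute response genes, 5 rose and 0 fell (5 and 0 over the list alone), with a median of 0.22. They included the chemokines Ccl2 (2.71 ± 0.75, adjusted p = 0.0205) and Cxcl11 (0.92 ± 0.21, adjusted p = 0.00639), the interleukin 4 receptor Il4r (0.42 ± 0.11, adjusted p = 0.0163) and the interleukin 6 receptor Il6r (0.56 ± 0.15, adjusted p = 0.0207; set by camera, adjusted p = 0.0041, and adjusted p = 0.574 with an estimated correlation). Of 28 interferon and antigen presentation genes, 7 rose and 0 fell (8 and 0 over the list alone), with Ifitm3, a restriction factor for viruses, at 1.86 ± 0.34 (adjusted p = 0.000756) and Mx1, an interferon-induced GTPase, at 1.51 ± 0.45 (adjusted p = 0.0297; for the list, median 0.46, camera, adjusted p = 0.000204, and adjusted p = 0.574 with an estimated correlation). The mean of this list stood at 0.99 and 1.52 in Spi-2 replicates 4 and 5, and at 0.07 to 0.16 in the other day 2 arrays and -0.08 to 0.10 in the controls. Gfap, the filament of astrocytes, rose by 2.45 ± 0.42 (adjusted p = 0.000461), while the 14 astrocyte markers had a median of -0.33. The mean of 12 fibroblast and meningeal markers was 3.25 above control in Spi-2 replicate 4 and -0.18 to 0.14 in the other day 2 arrays. Without Spi-2 replicate 4 the median of the inflammatory list was 0.05 and its call was lost; the 3′ covariate ended the calls of Ccl2 and Aif1, and so did leaving out control replicate 1 or 2 or Spi-2 replicate 4 or 5 for Ccl2 and control replicate 4 for Aif1.

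**Figure D2:**
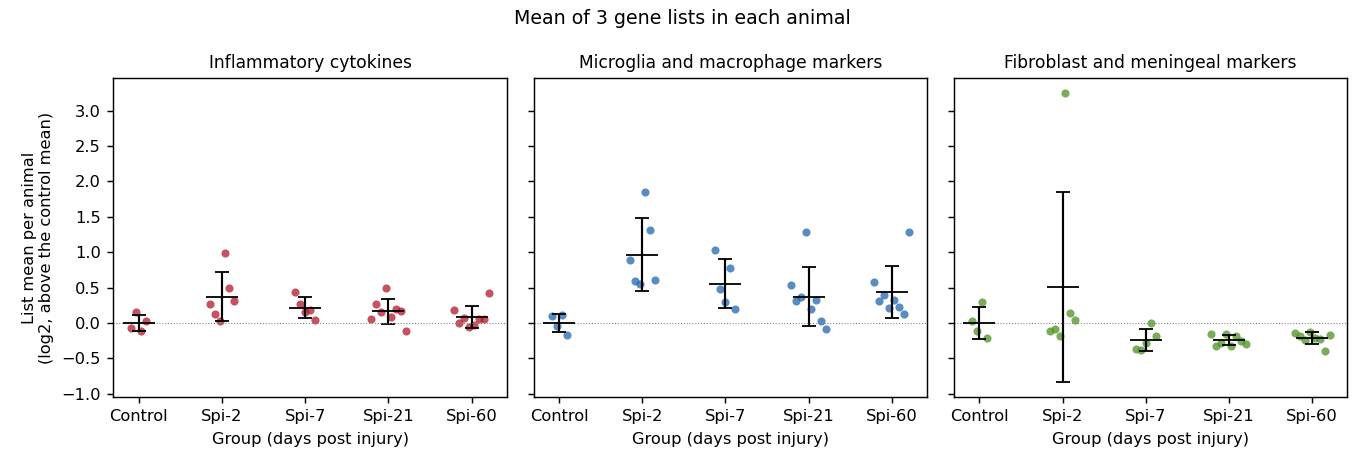
Mean of the inflammatory, microglia and fibroblast gene lists in each animal (log2, above the control mean), by group. Dots are animals and bars the mean ± SD; the microglia mean is 0.97 ± 0.52 in Spi-2, and 1 Spi-2 animal stands at 3.25 for the fibroblast list.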

Profile 5 represents an early response of up-regulated genes primarily seen two days post injury involving processes of immunological and inflammatory responses. Profiles 6 and 7, though being similar in their expression pattern, have little overlap in their over-represented ontologies. Profile 6 seems to reflect activation of a broad repertoire of kinase signaling pathways as well as modification of the ribosomal machinery, which might correlate with the only over-represented term in profile 7, indicating a positive regulation of the transcriptional machinery relating to polymerase II. 

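Itpr3, a calcium release channel of the endoplasmic reticulum that opens with IP3, was higher at every time point, by 0.78 ± 0.20 (adjusted p = 0.0133) at day 2 (6 animals against 4 controls), 0.83 ± 0.21 (adjusted p = 0.0272) at day 7 (n = 5) and 0.98 ± 0.19 (adjusted p = 0.000904) at day 60 (n = 8). It is the Table 2 gene of profile 7. Of 56 RNA splicing genes, U2af2, which binds the polypyrimidine tract of introns, had the lowest p and rose by 0.85 ± 0.14 (adjusted p = 0.000271) at day 2 and 1.06 ± 0.13 (adjusted p = 7.24e-06) at day 60 in the brighter of its 2 probe sets, and the other had a change of -0.08 ± 0.14 (adjusted p = 0.741) at day 60. Gtf3c1, a subunit of the RNA polymerase III factor TFIIIC, rose late by 0.49 ± 0.13 (adjusted p = 0.00842, 16 animals). In the clustering, 165 probe sets were higher both early and late, at 0.80 (day 2), 0.67 (day 7), 0.63 (day 21) and 0.86 (day 60). These group means are changes in normalized expression. Cytosolic ribosomal protein genes, of which 2 were higher and 3 lower at day 2 (2 and 4 adjusted over the list alone), did not pass as a set (camera, adjusted p = 0.712, and adjusted p = 0.978 with an estimated correlation). Single genes were tested with limma. The 3′ covariate ended the call of Gtf3c1, and kinase signaling was not among the lists fixed here.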

Profiles 8-11 all seem to contain ontologies relating to membrane bound activities such as active transport and neuronal signaling as well ontologies pertaining to engagement into neuronal developmental processes.

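Genes of axon guidance and neuron projection development were shifted upward at day 21. Of 54 measured, 7 rose and 1 fell (6 and 1 adjusted over the list alone), with a median log2 fold change of 0.11 (camera, adjusted p = 0.006, and adjusted p = 0.518 with an estimated correlation). Dpysl4, a collapsin response protein, rose by 0.67 ± 0.13 (adjusted p = 0.00131, 8 animals against 4 controls), Nrp1, a semaphorin receptor, by 1.10 ± 0.27 (adjusted p = 0.00654), Map2, a microtubule protein of dendrites, by 0.80 ± 0.20 (adjusted p = 0.00715) and the netrin receptor Dcc by 0.46 ± 0.13 (adjusted p = 0.0161). Plxnb1, a further semaphorin receptor that is named after its value was seen, as the only member that was lower, fell by 0.56 ± 0.19 (adjusted p = 0.0371) in its brightest probe set, while another of its probe sets changed by 0.39 ± 0.11 (adjusted p = 0.0188). At day 60, 5 of the 54 rose and 0 fell (3 and 0 over the list alone), and the set did not pass (camera, adjusted p = 0.0947, and adjusted p = 0.574 with an estimated correlation). Among 42 genes of synaptic vesicles and transmitter release, 6 were higher and 4 lower at day 21 (6 and 4 over the list alone). Syp, a synaptic vesicle membrane protein, rose by 1.00 ± 0.17 (adjusted p = 0.000327), while Slc17a6, the vesicular glutamate transporter of interneurons and sensory afferents, fell by 1.87 ± 0.42 (adjusted p = 0.0034); the set did not pass (camera, adjusted p = 0.0769, and adjusted p = 0.518 with an estimated correlation). Of the 59 ABC, P-type and V-type ATPase transporters, 4 were higher and 6 lower at day 60 (5 and 7 over the list alone, camera, adjusted p = 0.997, and adjusted p = 0.999 with an estimated correlation). The day 21 arrays came from the earlier study, whose sham-operated controls are not among the arrays used here.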

**Table 1:** Over-represented ontologies of each gene cluster

Ontology Term	Class	Count	Total	Terms
**Cluster 1**: 574 transcripts				

Cell-cell adhesion	BP	18	34	9
Ensheathment of neurons	BP	7	7	4
Zinc finger, C2H2-type	INTERPRO	11	11	4
L-amino acid transmembrane transporter activity	MF	7	9	8
Solute:cation symporter activity	MF	6	9	6
Nucleosome assembly	BP	6	14	10
				
**Cluster 2**: 244 transcripts				

Ribonucleoprotein complex	CC	31	54	16
Translation	BP	23	54	16
Intracellular part	CC	143	162	8
RNA splicing	BP	9	14	9
Ribonucleoprotein complex biogenesis	BP	10	14	4
Macromolecule metabolic process	BP	95	110	4
Mitochondrial ribosome	CC	4	4	4
Regulation of apoptosis	BP	16	37	12
				
**Cluster 3**: 494 transcripts				

Cell-cell adhesion	BP	22	44	11
Metal ion binding	MF	97	98	4
Cellular metabolic process	BP	198	217	4
Regulation of biosynthetic process	BP	12	19	4
Macromolecule biosynthetic process	BP	37	52	4
Ribosome	KEGG	12	38	9
Cell part	CC	294	294	8
Peptidase M, neutral zinc metallopeptidase, zinc binding	INTERPRO	5	8	4
Zinc finger, C2H2-type	INTERPRO	10	10	4
Ligase activity, forming carbon-nitrogen bonds	MF	13	19	6
Cytosolic large ribosomal subunit	CC	6	11	5
				
**Cluster 4**: 254 transcripts				

RNA metabolic process	BP	43	85	14
Cellular metabolic process	BP	108	117	4
Monooxygenase activity	MF	5	9	7
				
**Cluster 5**: 358 transcripts				

Inflammatory response	BP	21	50	4
Adaptive immune response	BP	8	12	16
Pancreatitis-associated protein	INTERPRO	4	7	6
Chemokine activity	MF	5	10	10
Ras	INTERPRO	10	20	8
GTP binding	MF	19	19	8
Biopolymer modification	BP	5	6	5
Immunoglobulin subtype	INTERPRO	9	12	8
Cytokine production	BP	6	10	8
				
**Cluster 6**: 186 transcripts				

Glycosyltransferase	PIR	8	10	12
Ribonucleotide binding	MF	32	37	8
Contractile fiber part	CC	4	4	4
Ras	INTERPRO	6	10	8
Tyrosine-specific protein kinase	PIR	4	10	9
Kinase activity	MF	18	25	19
Hydrolase activity, hydrolysing O-glycosyl compounds	MF	5	9	4
Biopolymer modification	BP	28	60	6
				
**Cluster 7**: 178 transcripts				

Positive regulation of transcription from RNA polymerase II	BP	7	45	25
				
**Cluster 8**: 238 transcripts				

EGF-like	INTERPRO	7	7	10
Anatomical structure development	BP	43	66	6
Membrane part	CC	75	75	4
Transporter activity	MF	32	35	8
Transcription coactivator activity	MF	8	14	4
Intracellular transport	BP	23	26	8
Integral to endoplasmic reticulum membrane	CC	5	8	7
Coated vesicle	CC	9	11	6
				
**Cluster 9**: 335 transcripts				

Protein amino acid phosphorylation	BP	28	64	14
Plasma membrane part	CC	31	53	4
Protein kinase, core	INTERPRO	16	22	6
Immunoglobulin-like	INTERPRO	13	13	5
Neurotransmitter transporter activity	MF	5	12	14
System development	BP	52	72	5
Gated channel activity	MF	13	28	28
Neurological system process	BP	29	30	4
ATP binding	MF	37	45	8
Cation transmembrane transporter activity	MF	19	39	8
Negative regulation of fibroblast proliferation	BP	4	10	11
Axogenesis	BP	9	18	14
Regulation of neurotransmitter levels	BP	9	14	6
				
**Cluster 10**: 263 transcripts				

Membrane part	CC	98	111	4
Glycolysis	BP	13	37	25
Transporter activity	MF	40	40	6
Purine ribonucleotide binding	MF	45	48	9
Positive regulation of nucleobase, nucleoside, nucleotide	BP	13	15	5
Synaptic transmission	BP	17	31	5
Phosphorylation activity	BP	24	49	25
Active transmembrane transporter activity	MF	16	31	47
Phosphorylation activity	MF	22	35	6
Neuron differentation	BP	14	20	14
Cell development	BP	34	37	11
Monovalent inorganic cation homeostasis	BP	5	12	10
Amine transport	BP	7	12	4
Ion exchanger activity	BP	10	10	11
				
**Cluster 11**: 251 transcripts				

Calycin	INTERPRO	10	10	6
Synaptic transmission	BP	18	27	5
DNA repair	BP	10	21	4
Neuron projection development	BP	11	24	17
Developmental process	BP	61	61	4
Glycealdehyde-3-phosphate dehydrogenase ()	MF	5	20	21
Activation of adenylatecyclase activity by G-protein signaling pathway	BP	4	9	7
				
**Cluster 12**: 333 transcripts				

Mitochondrial ATP synthesis coupled electron transport	BP	10	19	9
Mitochondrial part	CC	31	44	8
Oxidative phosphorylation	KEGG	21	28	5
Primary active transmembrane transporter activity	MF	15	26	13
Tricarboxylic acid cycle	BP	6	9	11
Ion transmembrane transporter activity	MF	23	37	10
ATPase activity, coupled to transmembrane movement of substances	MF	12	23	39
Alkali metal ion binding (K^+^)	MF	8	14	23
Anion channel activity	MF	5	14	23

*Class Ontology*: MF = molecular function, BP = biological process, CC = cellular component, PIR = protein information resource. *Count*: Number of genes in ontology. *Total*: Number of genes in ontology cluster. *Terms*: number of ontology terms in ontology cluster.

In conclusion, the ontology analysis ascribes several general functions to each time profile identifying their timing across the injury response and suggesting a common regulatory control of these.

### Differential expression of genes affecting motor neuron excitability

While the ontology analysis may identify general terms subject to regulation, a manifest focus of our study was to correlate changes in gene expression that can be linked to increased motor neuron excitability and injury-induced spasticity. In a previous study we examined the late (21 and 60 days post-injury) transcriptional response of motor neurons to their sham-operated counterpart [32]. That study focused on changes in three main categories: ion channels, receptors of neurotransmitters and intracellular pathways capable of modulating these. Here we extract the same categories of significantly differentially expressed genes. These genes are shown in Table 2 along with the cluster identity. The majority of these differentially expressed genes are identical to the genes reported in our previous study [32], with the two primary differences being that in the present case they are, 1) identified based on their differential expression across time as opposed to a static comparison to their sham-operated counterpart at each time point and 2) each gene is associated with a pattern of expression over time. Most importantly, we thus identify the same gene candidates subject to regulation with two different strategies for the choice of reference, supporting the robustness of our findings. But, in contrast to the static study (25), the dynamic response over time now enables us to expand our analysis and start unraveling some of the underlying regulatory mechanism shaping the observed patterns of gene expression within each cluster profile.

**Table 2:** Differentially expressed genes relating to motor neuron excitability

Probe IDs	Gene ID	Protein ID	Cluster
**Calcium Channels**			

1371039_at	*Cacnb4*	CAB4	4

1368398_at	*Cacna1h*	Cav3.2	8

1371175_a_at	*Cacna1b*	Cav2.2	9

1369706_at	*Cacng1*	Cacng1	10

1386939_a_at	*Cacna1a*	Cav2.1	11

**Sodim Channels**			

1379307_at	*Sap1*	SAP1	1

1369662_at	*Scn2a1*	Nav1.2	3

1368539_at	*Scn9a*	Nav1.7	5

1383435_at	*Scn3b*	SCN3B	5

1370850_at	*Scn3b*	SCN3B	5

1387010_s_at	*Scn1b*	SCN1B	8

1368351_at	*Scn10a*	Nav1.8	8

1388035_a_at	*Scn5a*	Nav1.5	9

**Potassium Channels**			

1370439_a_at	*Kcnc2*	Kv3.2	1

1369043_at	*Kcna4*	Kv1.4	2

1386770_x_at	*Kcne2*	KCNE2	2

1385226_at	*Kctd11*	KCD11	3

1387264_at	*Kcnk6*	TASK-1	5

1370958_at	*Kcnc3*	Kv3.3	8

1389120_at	*Kcnc3*	Kv3.3	9

1369847_at	*Kcnab1*	KCAB1	9

1369280_at	*Kcnk9*	TASK-3	9

1370595_a_at	*Kcnip4*	KCIP4	9

1370558_a_at	*Kcnc2*	Kv3.2	9

1387477_at	*Kcnk12*	THIK-2	10

1370545_at	*Kcna1*	Kv1.1	11

1368343_at	*Kcnh2*	Kv11.2	11

1368751_at	*Kcns3*	Kv9.3	12

1374582_at	*Kctd9*	KCD9	12

1368524_at	*Kcnc1*	Kv3.1	12

1370076_at	*Kcnj16*	Kir5.1	12

**Chloride Channels**			

1367772_at	Clns1a	ICLN	1

1367893_a_at	Clcc1	CLCC1	2

1378658_at	Clca6	CLCA6	9

1392453_at	Clcn3	CLCN3	10

1380547_at	Clcn3	CLCN3	10

1379932_at	Clcn4-2	CLCN4-2	12

**Calmodulin and CaM kinase**			

1369993_at	*Camk2g*	KCC2G	9

1398251_a_at	*Camk2b*	KCC2B	9

1369937_at	*Calm1*	CALM	11

1370853_at	*Camk2n1*	CK2N1	11

1368101_at	*Calm3*	CALM	12

**Calcium binding proteins**			

1369886_a_at	*Cabp1*	CaBP1	11

**IP3**			

1368005_at	*It r3*	ITPR3	7

**Glutamate Receptors**			

1387286_at	*Grm1*	mGluR1	1

1398889_at	*Grinl1a*	GL1AD	1

1396696_at	*Gria4*	GluR4	3

1369036_at	*Grik2*	GRIK2	4

1368572_a_at	*Grin1*	NR1	8

1368759_at	*Cacng2*	CCG2/TARP	10

1372724_at	*Grina*	NMDARA1	10

1369128_at	*Grik5*	GRIK5	10

1387559_at	*Grin3b*	NMDA3B	11

**GABA Receptors**			

1368170_at	*Slc6a1*	GAT1	1

1380170_at	*Gabarapl2*	GBRL2	1

1380828_at	*Gabra1*	GBRA1	1

1391653_at	*Gabrg2*	GBRG2	1

1370702_at	*Gabrr3*	GBRR3	9

1370804_at	*Gabarap*	GBRAP	10

1378842_at	*Gabarapl1*	GBRL1	11

1387383_at	*Gabbr2*	GBRR2	12

1369904_at	*Gabrb1*	GBRB1	12

1367783_at	*Gabarapl2*	GBRL2	12

**Glycine Receptors**			

1387696_a_at	*Glra2*	GLRA2	2

**Cholinergic Receptors**			

1370607_a_at	*Nrg1*	NRG1	9

1369845_at	*Chrna6*	ACHA6	9

1369252_a_at	*Chrna4*	ACHA4	9

1368615_a_at	*Slc18a3*	VAChT	10

1368734_at	*Chrnd*	ACHD	10

**Serotonin Recoptors**			

1369456_at	*Htr2b*	5HT2BR	5

1369119_a_at	*Htr7*	5HT7BR	11

**Adrenergic Receptors**			

1368534_at	*Adra1d*	ADA1D	8

1388757_at	*Adrbk1*	ARBK1	10

1369797_at	*Adra1a*	ADA1A	11

**Dopamin Receptors**			

1368602_at	*Slc6a3*	DAT	6

1368601_at	*Slc6a3*	DAT	9

1387520_at	*Drd4*	DRD4	9

1369856_at	*Drd5*	DRD5	11

1376345_at	*Drd1ip*	(*Caly*) CALY	12

**Cannabinoid Receptor**			

1369677_at Cnr1		CB1	1

**Anion Transporters**			

1367853_at	*Slc12a2*	NKCC1	1

1368082_at	*Slc4a2*	AE2	10

1368772_at	*Slc4a3*	AE3	10

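Few receptors of the monoamines passed the test late after injury, and most GABA receptor probe sets of Table 2 were lower. Of the 10 probe sets listed under GABA receptors, 7 were lower and 1 higher late (16 animals against 4 controls), and the glycine receptor subunit Glra2 fell by 0.71 ± 0.20 (adjusted p = 0.0123). Its other probe set had a change of 0.18 ± 0.10 (adjusted p = 0.215). Of 3 adrenergic, 5 dopamine and 2 serotonin probe sets, 1, 1 and 0 were higher late and 0 was lower. Htr2b, a serotonin receptor linked to phospholipase C, rose at day 2 by 0.60 ± 0.16 (adjusted p = 0.0151, n = 6). Table 2 was chosen by the study on these arrays, so its counts are not independent evidence of direction. Over all measured receptors, fixed as lists, 24 monoamine receptors had a median log2 fold change of 0.13 at day 21 with 0 called (camera, adjusted p = 0.0603, and adjusted p = 0.518 with an estimated correlation) and 0.08 at day 60 with 1 higher (1 over the list alone, camera, adjusted p = 0.291, and adjusted p = 0.661 with an estimated correlation). Of 19 GABA and glycine receptors with 1 gene symbol, 1 was lower and 2 were higher at day 21 (1 and 1 over the list alone, camera, adjusted p = 0.624, and adjusted p = 0.85 with an estimated correlation), and 2 were lower and 1 was higher at day 60 (2 and 2 over the list alone, camera, adjusted p = 0.668, and adjusted p = 0.85 with an estimated correlation), with a median of 0.06 each time. The call of Glra2 was lost without control replicate 2 or 3 and with the 3′ covariate, and that of Htr2b without control replicate 1 or 3, in a fit of the day 2 and control arrays alone and in a fit of the present study alone.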

To summarize the regulation of genes directly relating to motor neuron excitability, we find that most of the neuromodulator pathways (serotonergic, dopaminergic and adrenergic) seem to have a response of late up-regulation (clusters 8-10) while inhibitory neurotransmitter pathways (GABAergic and glycinergic) are in general down-regulated in the late phase of the injury response (clusters 1-2 and 12). The time series analysis also reveals regulation of genes coding for serotonergic (*Htr7*) and adrenergic (*Adrala*) receptors, which were not seen in the analysis of the late injury response [32] because they belong to time profile 11 with an initial suppression followed by a return to control levels. 

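Htr7, a serotonin receptor that raises cAMP, fell early (-0.35 ± 0.10, adjusted p = 0.0196, days 2 and 7, 6 and 5 animals, against 4 controls). At day 21 it differed from control by -0.08 ± 0.10 (adjusted p = 0.65) and at day 60 by -0.23 ± 0.10 (adjusted p = 0.109). Its signal was 5.76 ± 0.06 (log2, SD) in Control and 5.41 ± 0.07 in Spi-2. The other probe sets of Htr7 had early changes of 0.03 ± 0.14 (adjusted p = 0.927) and -0.03 ± 0.10 (adjusted p = 0.886). For Adra1a, the alpha 1A adrenoceptor, the early change was -0.22 ± 0.12 (adjusted p = 0.256) and did not pass the test. Each p is limma's. The call of Htr7 was lost without control replicate 2, 3 or 4 and with the 3′ covariate.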

Other adrenergic receptor related genes overlap in the two studies, alpha 1D adrenoreceptor (*Adrald*, profile 8) and beta-adrenergic receptor kinase 1 (*Adrbkl*, profile 10) being up-regulated in the late phase. 

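Adra1d, an adrenoceptor linked to phospholipase C, rose late by 0.51 ± 0.16 (adjusted p = 0.0213, 16 animals against 4 controls). Its signal was 6.00 ± 0.22 (log2, SD, n = 4) in Control, 6.43 ± 0.33 (n = 8) in Spi-21 and 6.59 ± 0.23 (n = 8) in Spi-60. Of 3 adrenergic probe sets of Table 2, it was the only call in the direction of its profile, and 2 passed when the p was adjusted over the list alone, a list that the study chose on these arrays. The test was limma's contrast. The call of Adra1d was lost without control replicate 1 or 3 and with the 3′ covariate, and the control arrays belong to the other study.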

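Caly, a partner of the dopamine receptors in endocytosis, fell by 0.86 ± 0.17 (adjusted p = 0.00125) at day 2 (6 animals against 4 controls) and fell by 0.72 ± 0.17 (adjusted p = 0.0186) at day 7 (n = 5), and its late change was -0.39 ± 0.15 (adjusted p = 0.0521, 16 animals). Drd4, an inhibitory dopamine receptor, rose late by 0.32 ± 0.12 (adjusted p = 0.0482) in the probe set of Table 2, with -0.03 ± 0.14 (adjusted p = 0.907) in the other. Slc6a3, the dopamine reuptake transporter, rose at day 2 by 0.43 ± 0.10 (adjusted p = 0.00828) in the probe set listed under profile 6. Its late change was 0.24 ± 0.09 (adjusted p = 0.0503) in that set and 0.24 ± 0.13 (adjusted p = 0.184) in the set listed under profile 9. Tests were limma contrasts. The late call of Drd4 was lost in most of the fits that left out 1 array and with the 3′ covariate.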

The dopamine reuptake transporter DAT (profiles 6 and 9) together with the gene coding for the dopamine receptor 4 (*Drd4*, profile 9) are up-regulated while a gene coding for the dopamine interacting protein Caly (profile 12) is down-regulated. 

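Drd5, a dopamine receptor that raises cAMP, had an early log2 fold change of -0.25 ± 0.17 (adjusted p = 0.398, days 2 and 7, 6 and 5 animals, against 4 controls), which did not pass limma's test. Its signal was 4.98 ± 0.07 (log2, SD, n = 4) in Control, 4.66 ± 0.40 (n = 6) in Spi-2, 4.81 ± 0.15 (n = 5) in Spi-7 and 5.07 ± 0.24 (n = 8) in Spi-60. Of the 5 dopamine probe sets of Table 2, 1 was called in the direction of its profile (3 adjusted over the list alone, which the study chose on these arrays).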

The gene coding for dopamine receptor 5 (*Drd5*, profile 11) is subject to early down-regulation 2 and 7 days post injury, but returns to control levels in the late phase 60 days post injury. As in the preceding study [32] we find genes coding for GABAA subunits involved in channel trafficking and membrane incorporation to respond to the injury (*Gabarap*, profile10; *Gaparapll*, profile 11; *Gaparapl2*, profiles 1 and 12) in synergy with the down-regulation of the receptor subunits GABA_A _*α*_1 _(*Gabral*, profile 1), GABA_A _*γ*_2 _(*Gabrg2*, profile 1) and GABA_A _receptor *β*_1 _(*Gabrbl*, profile 12). 

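Among the ubiquitin-like proteins that carry GABA-A receptors and autophagy cargo, the probe sets given as Gabarapl2 in Table 2 fell late, that of profile 1 (-0.78 ± 0.19, adjusted p = 0.00484) and that of profile 12 (-0.48 ± 0.15, adjusted p = 0.0245, 16 animals against 4 controls). Both match several gene symbols. Gabarapl1 fell early (-0.69 ± 0.22, adjusted p = 0.0408). Gabarap had a late change of -0.05 ± 0.19 (adjusted p = 0.891) in the probe set of Table 2 and 0.13 ± 0.15 (adjusted p = 0.577) in the other. Gabrb1, a subunit of the receptor itself, fell late (-0.81 ± 0.25, adjusted p = 0.0232), and Gabrr3, the rho 3 subunit, rose by 0.37 ± 0.11 (adjusted p = 0.0139). Over the 10 GABA probe sets of Table 2, 9 passed in the direction of their profile (9 over the list alone, a list chosen on these arrays). These are limma contrasts, and control and late arrays came from different studies. Further quantile normalization ended the calls of Gabarapl2 in profile 12, Gabarapl1 and Gabrb1, the 3′ covariate those of Gabarapl2 in profile 12 and Gabarapl1, and leaving out single control replicates those of Gabarapl2 in profile 12 (1, 3, 4), Gabarapl1 (2, 3, 4), Gabrb1 (1, 2) and Gabrr3 (4); Gabarapl1 also lost its call without Spi-2 replicate 4, 5 or 6 or Spi-7 replicate 1, 2 or 3.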

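Gabbr2, the subunit of the GABA-B receptor that couples to G proteins, was lower at each late and early time. The log2 fold change was -0.89 ± 0.17 (adjusted p = 0.00108) at day 2 (6 animals against 4 controls), -0.72 ± 0.18 (adjusted p = 0.0217) at day 7 (n = 5), -0.86 ± 0.16 (adjusted p = 0.000839) at day 21 (n = 8) and -0.56 ± 0.16 (adjusted p = 0.0156) at day 60 (n = 8). Its signal fell from 8.42 ± 0.41 (log2, SD) in Control to 7.52 ± 0.24 in Spi-2. A dimmer second probe set had a late change of 0.09 ± 0.11 (adjusted p = 0.6). Limma gave each p, and the late call stood in every alternative fit.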

One additional gene relating to GABA transmission is down-regulated, the GABA_B _receptor 2 (*Gabbr2*, profile 12).

The time analysis showed in accordance with [32] that the glutamatergic receptors seem to undergo a complex regulation, where several genes coding for different components of the NMDA receptor undergo regulation in late stages: *Grinl *(profile 8) and *Grina *(profile 10) are up-regulated and *Grinlla *(profile 1) is down-regulated. 

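Grin1, the subunit common to all NMDA receptors, rose late by 0.44 ± 0.13 (adjusted p = 0.0147, 16 animals against 4 controls) and by 0.58 ± 0.14 (adjusted p = 0.00583) at day 60 (n = 8). Grina, a protein first described with NMDA receptors, rose by 0.46 ± 0.17 (adjusted p = 0.0488). The transcript given as Grinl1a in Table 2, now named Polr2m and coding for a subunit of RNA polymerase II complexes, fell by 0.58 ± 0.14 (adjusted p = 0.00421), with 0.09 ± 0.15 (adjusted p = 0.706) in a dimmer second probe set. Of the AMPA and kainate receptor subunits, Gria4 fell by 0.57 ± 0.19 (adjusted p = 0.0302) and Grik5 rose by 0.32 ± 0.10 (adjusted p = 0.0259), while Grik2 had a change of -0.26 ± 0.16 (adjusted p = 0.258). Among all 26 measured glutamate receptor genes, 3 were higher and 0 lower at day 60 (3 and 0 adjusted over the list alone), and the set did not pass (camera, adjusted p = 0.715, and adjusted p = 0.879 with an estimated correlation). Of 9 glutamate probe sets of Table 2, 3 were higher, 3 lower and 3 not called late; the study chose them on these arrays, so this is not independent evidence. The contrasts are limma's. The calls of Grin1, Gria4 and Grik5 were lost without control replicate 2 or 3 and with the 3′ covariate, those of Gria4 and Grik5 also without Spi-21 replicates 1 to 3 (chosen after seeing the data), that of Gria4 also without control replicate 4 and after quantile normalization, and that of Grina in most of the fits that left out 1 array.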

*Grin3b *also belong to the NMDA receptor complex, but seems to undergo early modulation with early down-regulation and a return to control levels in late phases (profile 11). 

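Grin3b, an NMDA receptor subunit found in motor neurons, had an early log2 fold change of -0.50 ± 0.22 (adjusted p = 0.174, days 2 and 7, 6 and 5 animals, against 4 controls), which did not pass limma's test. Its signal was 8.62 ± 0.25 (log2, SD, n = 4) in Control, 8.02 ± 0.34 (n = 6) in Spi-2, 8.22 ± 0.75 (n = 5) in Spi-7, 8.82 ± 0.35 (n = 8) in Spi-21 and 8.74 ± 0.25 (n = 8) in Spi-60.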

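Cacng2, which brings AMPA receptors to the synapse, fell by 1.47 ± 0.40 (adjusted p = 0.0198) at day 2 (6 animals against 4 controls) and fell by 1.61 ± 0.42 (adjusted p = 0.0315) at day 7 (n = 5). Its signal was 8.44 ± 0.22 (log2, SD) in Control, 6.97 ± 0.66 in Spi-2, 8.60 ± 0.27 (n = 8) in Spi-21 and 8.96 ± 0.76 (n = 8) in Spi-60. Against control the late change was 0.34 ± 0.35 (adjusted p = 0.533) and did not pass limma's test, and the late arrays came from the earlier study.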

The gene coding for the AMPA receptor regulator protein TARP is up-regulated (*Cacng2 *(stargazine), profile 10), suggesting an increased AMPA receptor mediated conductance.

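Nrg1, the growth factor neuregulin 1 of synapses and myelinating cells, rose late by 0.84 ± 0.24 (adjusted p = 0.0123) in the probe set of Table 2 (16 animals against 4 controls), and the other probe sets of the gene had changes of -0.12 ± 0.17, 0.03 ± 0.15 and 0.14 ± 0.10, none past the test. Chrna6, a nicotinic receptor subunit, rose by 0.30 ± 0.08 (adjusted p = 0.0102). Of the 5 cholinergic probe sets of Table 2, 2 were called higher late and 3 had the same sign without passing (2 adjusted over the list alone, which the study chose on these arrays). Among all 18 measured cholinergic receptors, 1 was higher and 0 lower at day 60 (1 and 0 over the list alone), and the set did not pass (camera, adjusted p = 0.565, and adjusted p = 0.85 with an estimated correlation). The single-gene p are from limma. The calls of Nrg1 and Chrna6 were lost with the 3′ covariate.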

With respect to the cholinergic system the time series analysis revealed similar patterns as was seen in the analysis of the late injury response [32], all genes being up-regulated in the late phases of the response. 

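For Chrna4, a nicotinic subunit of high affinity, the late log2 fold change was 0.22 ± 0.11 (adjusted p = 0.148, 16 animals against 4 controls), and for Chrnd, the delta subunit of the muscle receptor, 0.13 ± 0.09 (adjusted p = 0.301). Slc18a3, the transporter that fills vesicles with acetylcholine, had a late change of 0.34 ± 0.23 (adjusted p = 0.306) and a signal of 7.25 ± 0.37 (log2, SD, n = 4) in Control and 7.92 ± 0.43 (n = 8) in Spi-60. None of the 3 passed limma's test. Of the 14 measured motor neuron markers, 3 were higher and 1 lower at day 60 (4 and 1 adjusted over the list alone). The ubiquitin hydrolase Uchl1 rose by 1.25 ± 0.18 (adjusted p = 5.71e-05), the filament protein Prph by 0.79 ± 0.18 (adjusted p = 0.00291) and the GDNF receptor Gfra1 by 0.92 ± 0.21 (adjusted p = 0.00384), while Slc5a7, the choline transporter, fell by 1.06 ± 0.29 (adjusted p = 0.0112); the set did not pass (camera, adjusted p = 0.491, and adjusted p = 0.85 with an estimated correlation).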

The up-regulation of genes coding for nicotinic alpha receptors 4 and 6 (*Chrna4 *and *Chrana6*, profile 9) together with the receptor subunit delta (*Chrnd*, profile 10) suggest an increased sensitivity to acetylcholine, while the up-regulation of the genes coding for vesicular acetylcholine transporter (VAChT, profile 10) as well as for NRG1 (*Nrg1*, profile 10) know to be involved in synaptic maturation suggest and increased release of acetylcholine.

Among the voltage gated ion channels, genes coding for Ca^2+ ^and Na^+ ^channel subunits are largely up-regulated in the late phase, while genes relating to K^+ ^have a more complex response with a balanced up- and down regulation of channel subunits. 

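Potassium channel genes moved both ways, and more of the listed ones fell than rose. Of 18 potassium channel probe sets of Table 2, 8 were lower, 3 higher and 7 not called late (16 animals against 4 controls). Kcnc2, a Kv3 channel that lets neurons fire fast, fell by 1.74 ± 0.35 (adjusted p = 0.000902) in its brightest probe set, while the set listed under profile 9 changed by 0.31 ± 0.14 (adjusted p = 0.0987). Kcna4, an A-type channel, fell by 0.80 ± 0.15 (adjusted p = 0.000591), the accessory subunit Kcne2 (-0.49 ± 0.13, adjusted p = 0.00818) and Kctd11 (-0.41 ± 0.12, adjusted p = 0.0139), and Kcnip4, a calcium-binding partner of A-type channels, rose by 0.36 ± 0.10 (adjusted p = 0.00938). Not called were Kcnab1 (0.23 ± 0.09), Kcnk9 (0.30 ± 0.13) and Kcnk12 (0.24 ± 0.11) late, Kcnk6 at day 2 (0.47 ± 0.19) and Kcnh2 early (-0.24 ± 0.09). Of 5 calcium and 8 sodium channel probe sets, 2 and 2 were higher and 0 and 2 lower late. Of 6 chloride channel probe sets, 1 was higher and 3 lower. Clns1a, a regulator of volume-sensitive chloride currents that also serves splicing, fell by 0.93 ± 0.16 (adjusted p = 0.000237), the chloride channel Clcc1 fell by 0.66 ± 0.15 (adjusted p = 0.00307), and Clca4 rose by 0.31 ± 0.09 (adjusted p = 0.0122). Clcn3, a chloride and proton exchanger, had changes of 0.86 ± 0.50 and 0.32 ± 0.29, neither past the test. Table 2 was chosen by the study on these arrays and is not independent evidence of direction; over all 62 potassium channel genes measured, 4 were lower and 3 higher at day 60 (2 and 2 adjusted over the list alone) and the set did not pass (camera, adjusted p = 0.466, and adjusted p = 0.844 with an estimated correlation). Each p is limma's; the 3′ covariate ended the calls of Kcnip4 and Clca4, quantile normalization that of Kctd11, and leaving out single control replicates those of Kcne2 (1), Kctd11 (1, 4), Kcnip4 (3) and Clca4 (4).

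**Figure D3:**
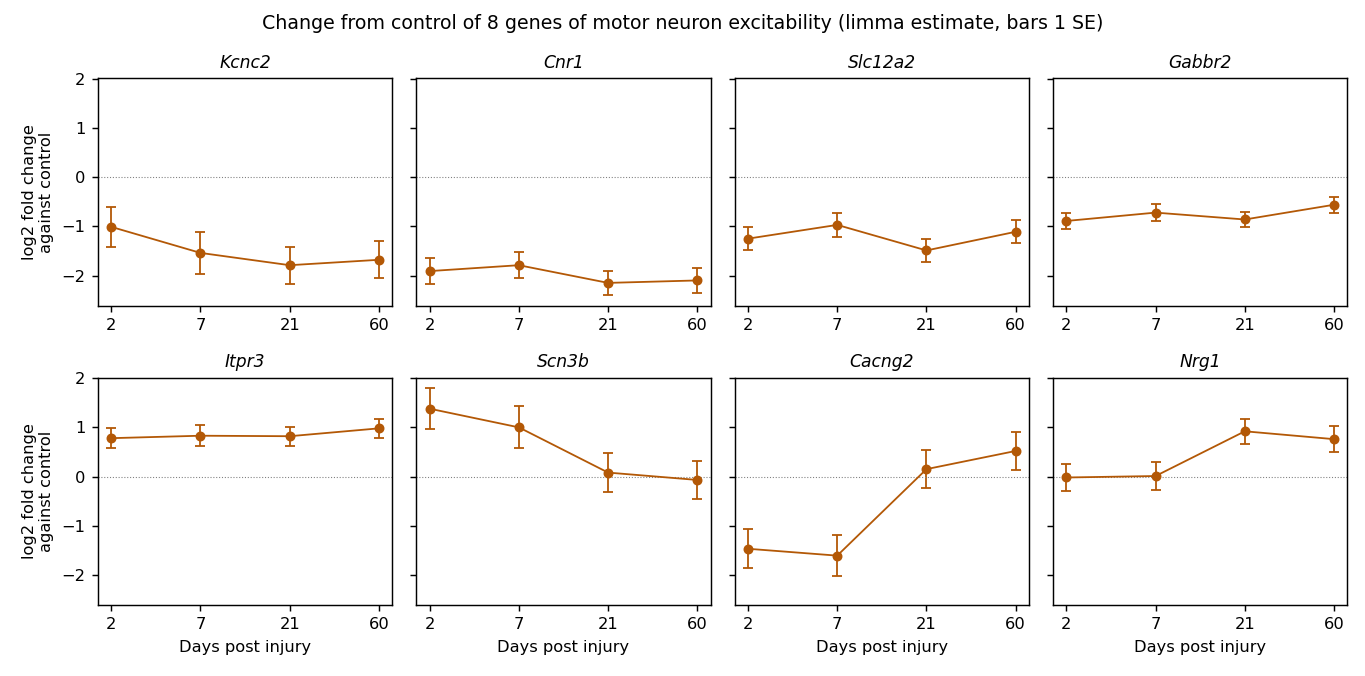
Log2 fold change against control at days 2, 7, 21 and 60 for 8 genes of motor neuron excitability; bars are 1 SE of the limma fit. Kcnc2, Cnr1, Slc12a2 and Gabbr2 lie below 0 at all 4 times and Itpr3 above, while Cacng2 lies below 0 at days 2 and 7 only.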

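Cacna1h, the low-voltage activated calcium channel Cav3.2, rose late by 0.74 ± 0.21 (adjusted p = 0.0112, 16 animals against 4 controls) and Cacna1b, the N-type channel Cav2.2, by 0.40 ± 0.12 (adjusted p = 0.0147). Cacna1a, the P/Q-type channel, fell early (-0.34 ± 0.10, adjusted p = 0.036, days 2 and 7), with -0.06 ± 0.11 (adjusted p = 0.789) in its second probe set. The late changes of Cacng1 (0.08 ± 0.13, adjusted p = 0.682) and Cacnb4 (-0.13 ± 0.13, adjusted p = 0.516) did not pass. Among 23 measured calcium channel genes, 2 were higher and 1 lower at day 60 (2 and 1 adjusted over the list alone), and the set did not pass (camera, adjusted p = 0.675, and adjusted p = 0.85 with an estimated correlation). The single-gene p are from limma. The call of Cacna1h was lost without control replicate 1 and with the 3′ covariate, that of Cacna1b without control replicate 1 or 2, and that of Cacna1a without control replicate 1, 2 or 4, Spi-2 replicate 3 or Spi-7 replicate 1; the late arrays came from the other study than the controls.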

The genes coding for the Ca^2+ ^channel *α *subunits Cav3.2, Cav2.2 and the *γ*_1 _subunit (*Cacng1*, profile 10; *Caclh*, profile 8; *Cacna1b*, profile 9) are up-regulated in the late phase of the injury response, while only the gene coding for the Ca^2+ ^channel subunit *β*_4 _(*Cacnb4*, profile 4) exhibit a late down-regulation. Several genes of the Na^+ ^subunits also undergo regulation, where the genes coding for Na^+ ^a subunits Nav1.8 and Nav1.5 together with the *β*_1 _subunit (*Scn10a*, profile 8; *Scn5a*, profile 9; *Scn1b*, profile 8) exhibit late up-regulation, while only the gene coding for the a subunit Nav1.2 (*Scn2a1*) is down-regulated. Both the genes coding for the a subunit Nav1.7 (*Scn9a*) and the *β*_3 _subunit (*Scnb3*) belong to profile 5 with an early up-regulation and a return to control levels in the late phases. 

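Scn10a, the sodium channel Nav1.8 of sensory neurons, rose late by 0.45 ± 0.11 (adjusted p = 0.00446, 16 animals against 4 controls), and Scn2a, the channel Nav1.2 named Scn2a1 in Table 2, fell by 0.54 ± 0.18 (adjusted p = 0.0362). The signal of Scn2a was 6.05 ± 0.14 (log2, SD, n = 4) in Control and 5.48 ± 0.43 (n = 8) in Spi-60. The transcript given as Sap1 in Table 2, now named Sclt1 and coding for a protein that links sodium channels to clathrin, fell by 1.21 ± 0.28 (adjusted p = 0.00327). Of the 8 sodium channel probe sets of Table 2, 5 passed in the direction of their profile (8 adjusted over the list alone, which the study chose on these arrays). Of 9 measured sodium channel genes with 1 symbol, 1 was higher and 0 lower at day 60 (1 and 1 over the list alone), and the set did not pass (camera, adjusted p = 0.759, and adjusted p = 0.85 with an estimated correlation). The single-gene p are from limma. The 3′ covariate ended the calls of Scn2a and Sclt1; that of Scn10a was lost without control replicate 2, and that of Scn2a without each of the 4 controls, without Spi-60 replicate 1 and without Spi-21 replicates 1 to 3 (chosen after seeing the data).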

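Scn3b, a beta subunit of sodium channels, rose at day 2 by 1.38 ± 0.42 (adjusted p = 0.0326) in the brighter of its 2 probe sets (6 animals against 4 controls) and had a late change of 0.01 ± 0.36 (adjusted p = 0.992) there. In the other the day 2 change was 0.72 ± 0.26 (adjusted p = 0.0727). For Scn9a, the channel Nav1.7, the change was 1.26 ± 0.49 (adjusted p = 0.106) at day 2 and 1.61 ± 0.51 (adjusted p = 0.088) at day 7 (n = 5), neither past limma's test, and its signal was 6.27 ± 0.72 (log2, SD, n = 4) in Control, 7.53 ± 0.39 in Spi-2 and 6.27 ± 0.63 (n = 8) in Spi-60. The call of Scn3b was lost without control replicate 2, 3 or 4, without Spi-2 replicate 4, 5 or 6 and with the 3′ covariate.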

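The calcium and calmodulin-dependent kinases Camk2g and Camk2b rose late, by 0.62 ± 0.20 (adjusted p = 0.0276) and 0.39 ± 0.14 (adjusted p = 0.045, 16 animals against 4 controls). For Cabp1, a neuronal calcium sensor, the early change was -0.36 ± 0.16 (adjusted p = 0.162) and the late change 0.02 ± 0.15 (adjusted p = 0.946), neither past limma's test. Of the 5 calmodulin and CaM kinase probe sets of Table 2, 2 were higher, 2 lower and 1 not called late. All 5 passed in the direction of their profile when adjusted over the list alone, a list the study chose on these arrays. The call of Camk2g was lost without any 1 of the 4 controls and with the 3′ covariate, and that of Camk2b in the same fits and in several that left out another array.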

Ca^2+ ^binding proteins also exhibit a trend towards late phase up-regulation, i.e. CaM kinase related genes (*Camk2g *and *Camk2b*, profile 9) as well as one IP_3 _receptor (*Itpr3*, profile 7) and the Ca^2+ ^binding protein caldendrin (*Cabp1*, profile 11) are up-regulated. 

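Camk2n1, an inhibitor of CaM kinase II, had an early log2 fold change of -0.32 ± 0.11 (adjusted p = 0.0695, days 2 and 7, 6 and 5 animals, against 4 controls), which did not pass limma's test, and a late change of 0.14 ± 0.11 (adjusted p = 0.394). Its signal was 5.67 ± 0.18 (log2, SD, n = 4) in Control, 5.32 ± 0.24 (n = 6) in Spi-2 and 5.37 ± 0.16 (n = 5) in Spi-7.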

Two genes relating to calmodulin and CaM kinase (*Calm1 *and *Camk2n1*, profile 11) are transiently down-regulated in the early injury response, returning to control levels in the late part of the injury-response. 

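Slc12a2, the sodium-potassium-chloride cotransporter NKCC1, fell by 1.25 ± 0.24 (adjusted p = 0.00136) at day 2 (6 animals against 4 controls) and fell by 1.30 ± 0.21 (adjusted p = 0.000129) late (16 animals). Its signal was 9.89 ± 0.38 (log2, SD) in Control, 8.41 ± 0.39 (n = 8) in Spi-21 and 8.78 ± 0.45 (n = 8) in Spi-60. Slc4a2, the chloride and bicarbonate exchanger AE2, rose late by 0.63 ± 0.15 (adjusted p = 0.00422). For Slc4a3, the exchanger AE3, the late change was 0.25 ± 0.15 (adjusted p = 0.248) and did not pass. Among 29 measured chloride channels and cotransporters, 4 were lower and 3 higher at day 60 (4 and 3 adjusted over the list alone), and the set did not pass (camera, adjusted p = 0.89, and adjusted p = 0.944 with an estimated correlation). The single-gene p are from limma. The call of Slc4a2 was lost with the 3′ covariate, and the late arrays came from the earlier study.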

The Cl^- ^reversal potential also seems to be subject to regulation towards a more depolarizing effect, suggested by the down-regulation of the gene coding for the Cl^- ^transporter NKCC1 (*Slc12a2*, profile 1) responsible for Cl^- ^extrusion and the up-regulation of the gene coding for the Cl^- ^symporters AE2 and AE3 (*Slc4a2 *and *Slc4a3*, profile 10) involved in Cl^-^accumulation inside the cell.

### The transcriptional regulation exerted by differentially expressed transcription factors

The common expression patterns of each consensus cluster suggest a common regulatory control of their associated genes. To reveal such common regulatory control, we looked for over-representation of transcription factor DNA binding sites in their proximal promoter regions, here set to 1000 base pairs (bp) upstream and 200 bp downstream of the coding region.

We focused the analysis on transcription factors that were associated with genes that exhibit differential expression in the time series. We find 34 genes coding for transcription factors to be differentially expressed in our data set out of the 119 transcription factor genes contained on the RAT230 2 chip. These genes are listed in Table 3 along with their cluster identity. 

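Of the 34 entries of Table 3, 32 had a probe set that names the gene alone, and 21 of these passed the test in the direction of their profile. Tfb2m, a transcription factor of mitochondrial DNA, fell late (-0.98 ± 0.17, adjusted p = 0.00023, 16 animals against 4 controls), and Pbx3, a homeodomain cofactor (-0.74 ± 0.18, adjusted p = 0.00473). The general factor Gtf2e2 fell by 0.60 ± 0.15 (adjusted p = 0.00446), Morf4l1, a subunit of histone acetyltransferases (-0.55 ± 0.15, adjusted p = 0.00849), Nfia, a factor of glial and neuronal development (-0.71 ± 0.21, adjusted p = 0.0152) and E2f5, a repressor of the cell cycle (-0.72 ± 0.25, adjusted p = 0.0366). Hsf4, a heat shock factor, rose late by 0.72 ± 0.14 (adjusted p = 0.00085), the T-box factor Tbx3 by 0.43 ± 0.10 (adjusted p = 0.00276), Pou2f3 by 0.43 ± 0.11 (adjusted p = 0.00581) and the nuclear receptor Nr2f2 by 0.42 ± 0.13 (adjusted p = 0.0186). Gtf2h4, a subunit of TFIIH, fell early (-0.75 ± 0.20, adjusted p = 0.0161). The other probe sets of Tbx3 had late changes of -0.01 ± 0.11 and 0.08 ± 0.10. Nfia, with 3 probe sets, and Pou2f3, with 2, are likewise given by the set with the smallest p in the F-test. Their other sets are not given here. Not called late were Nfyc, which was called at day 21 (-0.44 ± 0.11, adjusted p = 0.00941), Aatf, Klf10, Gtf2ird1 (-0.40 ± 0.17, adjusted p = 0.0882), Irf9 (-0.34 ± 0.21, adjusted p = 0.261), Runx3, Srebf1 (0.14 ± 0.15, adjusted p = 0.529) and, in the early contrast, Dmrt1, each with the sign of its profile. In limma's F-test over the 5 groups 16 genes passed at an FDR of 0.02. Adjusted over the list alone, 30 entries passed the F-test, with Arid1b counted under both of its profiles, and 24 passed the direction. However, the list was chosen by the study on these arrays. The 3′ covariate ended the calls of Gtf2e2, Nfia, E2f5, Nr2f2 and Gtf2h4, leaving out control replicate 2 those of Nfia and E2f5, replicate 3 that of E2f5 and replicate 4 those of Nfia, Nr2f2 and Gtf2h4, and leaving out Spi-21 replicates 1 to 3 that of E2f5.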

To evaluate if these factors are likely to exert an influence on the regulation of the genes in each cluster, we predict their binding sites in respective gene promoters using computational models (see [37] for a review). Over-represented binding sites suggest a possible role for the corresponding transcription factor in the regulation of the tested set of genes. For this analysis we use ASAP [38] with position weight matrices (PWM) obtained from either JASPAR [39] or TRANSFAC [40] and the set of differentially expressed gene promoter sequences as background.

**Table 3:** Differentially expressed genes of transcription factors (TF) and over-representation (over-rep) of TF binding sequences within each gene cluster

	DEG of TF			
			
Clusters	Gene ID	Protein ID	TF over-rep	Motifs
**Cluster 1**	*Gtf2e2*	T2EB	E2F1	E2F1_Q3_01
	*Nfyc*	NFYC	FOXO1	E2F1_Q2_01
	*Olig1*	OLIG1		E2F1_Q6_01
	*Pbx3*	PBX3		FOXO1_01
	*Tfb2m*	TFB2M		FOXO1_02

**Cluster 2**	*E2f5*	E2F5	FOXO1	FOXO1_01
	*Morf4l1*	MO4L1		FOXO1_02

**Cluster 3**	*Aatf*	AATF	FOXO1	FOXO1_01
	*Btf3*	BTF3		FOXO1_02
	*Klf10*	KLF10		

**Cluster 4**	*Arid1b*	ARID1B	E2F1	E2F1_Q3_01
	*Gtf2ird1*	GT2D1	FOXO1	FOXO1_01
	*Irf9*	IRF9		FOXO1_02

**Cluster 5**	***Atf3***	**ATF3**	ATF4	ATF4_Q2
	***Myc***	**MYC**		
	*Tceb3*	**ELOA1**		
	*Ybx1*	YBX1		

**Cluster 6**			ATF4	ATF4_Q2
			E2F1	E2F1_Q3
			MYC	MYC_Q2
			SP1	SP1_01
				SP1_Q2_01
				SP1_Q4_01
				SP1_Q6
				SP1_Q6_01

**Cluster 7**	***E2f1***	**E2F1**	ATF3	ATF3_Q6
	***Foxo1***	**FOXO1**	ATF4	ATF4_Q2
	*Gtf3c1*	TF3C1	E2F1	E2F1_Q3
	***Sp1***	**SP1**	MYC	E2F1_Q3_01
			SP1	E2F1_Q4
				E2F1_Q4_01
				E2F1_Q6
				E2F1_Q6_01
				MYC_Q2
				SP1_01
				SP1_Q2_01
				SP1_Q4_01
				SP1_Q6
				SP1_Q6_01

**Cluster 8**	*Hsf4*	*HSF4*	ATF3	ATF3_Q6
	*Tbx3*	*TBX3*	ATF4	ATF4_Q2
			E2F1	E2F1_Q3
			MYC	E2F1_Q3_01
			SP1	E2F1_Q6
				MYC_Q2
				SP1_01
				SP1_Q2_01
				SP1_Q4_01
				SP1_Q6
				SP1_Q6_01

**Cluster 9**	*Arid1b*	*ARID1B*	ATF3	ATF3_Q6
	*Nr2f2*	*COT2*	E2F1	E2F1_Q3
	*Pou2f3*	*PO2F3*	SP1	E2F1_Q6
	*Runx3*	*RUNX3*		SP1_01
				SP1_Q2_01
				SP1_Q4_01
				SP1_Q6
				SP1_Q6_01

**Cluster 10**	***Atf4***	***ATF4***	ATF4	ATF4_Q2
	*Srebf1*	*SRBP1*	E2F1	E2F1_Q3
			MYC	E2F1_Q3_01
			SP1	E2F1_Q4
				E2F1_Q4_01
				E2F1_Q6
				E2F1_Q6_01
				MYC_Q2
				SP1_01
				SP1_Q2_01
				SP1_Q4_01
				SP1_Q6
				SP1_Q6_01

**Cluster 11**	*Dmrt1*	*DMRT1*	AFT3	ATF3_Q6
	*Gtf2h4*	*GTF2H4*	E2F1	E2F1_Q3
	*Zeb1*	*ZEB1*	MYC	MYC_Q2
			SP1	SP1_01
				SP1_Q2_01
				SP1_Q4_01
				SP1_Q6
				SP1_Q6_01

**Cluster 12**	*Nfia*	NFIA	AFT3	ATF3_Q6
	*Nkx6-2*	NKX6-2	E2F1	E2F1_Q3_01
			FOXO1	E2F1_Q4_01
				E2F1_Q6
				E2F1_Q6_01
				FOXO1_01

*DEG TF*: Differentially expressed genes (DEG) of transcription factors (TF). Genes of TF with annotated TRANSFAC motifs are highlighted in boldface. *TF over-rep*: TFs with over-represented binding sites in the set of genes belonging to the specified gene cluster. *Motifs*: Individual TRANSFAC motifs with Z scores above 3 based on ASAP conducted on the set of genes belonging to the specified gene cluster.

There is presently little overlap between the transcription factors associated with the genes included on the RAT230 2 chip and the two databases containing their binding motifs, only 29 overlap with TRANSFAC and 10 with JASPAR (Figure 2A-B). Of these transcription factors (with both expression data and motif annotation), the ones associated with genes that do not display differential expression were excluded from the analysis, reducing the two sets of transcription factors to six for TRANSFAC (ATF3, ATF4, MYC, FOXO1, SP1 and E2F1) and two for JASPAR (SP1 and E2F1). We therefore used the TRANSFAC motifs for the promoter analysis. Because many of the TRANFAC motifs describe the same factor, this analysis includes 16 motifs. Patterns with a substantial enrichments are reported (Z score > 3, as in [38]), since these are likely to exert an influence in the regulation of the gene clusters, Table 3. Under-represented binding motifs signify that the corresponding transcription factor is very unlikely to exert any regulatory influence on the gene cluster under examination (Z score < -3, not included in this table).

**Figure 2:**
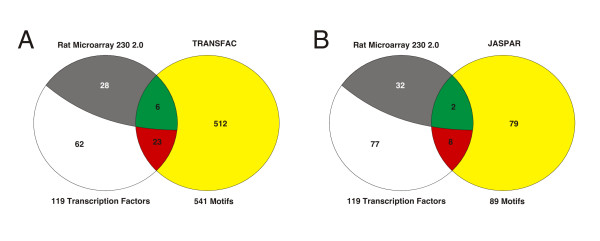
**Overlap between transcription factors and their binding motifs**. Transcription factor overlap between the 119 transcription factors included on the RAT230 2 chip and their binding motifs contained in TRANSFAC or JASPAR. **A**. Circle to the left represents the set of transcription factors included on the RAT230 2 chip, in total 119 of which 34 are differentially expressed. TRANFAC contains DNA binding motifs of 541 distinct transcription factors, 29 of which are on the array. Of these 6 are differentially expressed (green) and 23 are non-differentially expressed (red). Thus 28 (grey) differentially expressed transcription factors do not have binding motifs in TRANFAC, which on the other hand contains binding motifs of 512 transcription factors not contained on the microarray (yellow). **B**. Overlap between the transcription factors included on the RAT230 2 chip and their biding motifs contained in JASPAR. Same color code as in A.

To illustrate the balance between over- and under-representation of binding sites across gene clusters we next take advantage of the continuous range of Z scores, instead of only treating them as binary classifiers (over-representation or not). In combination across the gene clusters these values say something about the regulatory landscape, i.e. what binding sites are unchanged in most clusters, and what factors can explain the difference between clusters? We choose to visualize this as a hierarchical heatmap, where rows constitute the motif models and columns the gene clusters. In this representation the Z scores are organized by two-way hierarchical clustering, such that motifs that behave similarly in terms of over-representation will cluster together, as will the gene clusters with similar bindings site landscapes, Figure 3A. For plotting purposes each Z score vector (column) was normalized to unit variance. The heatmap of Z scores shows a clear pattern separating the expression profiles into groups sharing over-represented (red) as well as under-represented (green) sites. Motifs whose sites are over-represented in the group of clusters 1-4 are under-represented in the other major group clusters 6-11, and *vise versa*. The patterns of transcription factor binding site over- and under-representation are not identical for each of the consensus clusters, perhaps alluding to some degree of specific regulation within each cluster. Cluster profiles 5 and 12 have slightly separate motif binding patterns, though resembling clusters 6-11 and 1-4, respectively. The first two principal components of the Z score vectors of each time profile also reflect this clear separation, again reproducing the relationships obtained from the consensus clustering (Figure 1C), where profiles 1-4 and 6-11 group together, while clusters 5 and 12 are somewhat separated from these two main groups of regulation, Figure 3B.

**Figure 3:**
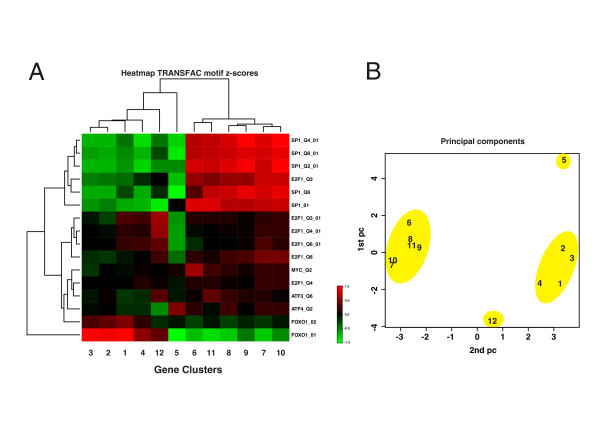
**Motif over-representation of differentially expressed transcription factors**. Over-representation statistics for each cluster profile of the 16 binding motifs contained in TRANSFAC representing the 6 differentially expressed transcription factors: ATF3, ATF4, E2F1, FOXO1, MYC, SP1. **A**. Heatmap of Z scores organized by two-way hierarchical clustering according to the Z score pattern across binding motifs and cluster profiles. For plotting purposes each Z score vector was normalized to unit variance. Over-represented genes are highlighted in red while under-represented transcription factors are shown in green (see color bar). It is clear that consensus clusters 1-4 and 6-11 group together, sharing common over- as well as under-represented transcription factor motifs. It is also striking that motifs over-represented in these groups typically will be under-represented in the other and vice versa. Consensus clusters 5 and 12 have different patterns of binding motifs Z scores. **B**. Principal components of the Z score vectors of each consensus cluster (columns of A) validate the pattern observed in A: cluster profiles 1-4 and 6-11 are closely grouped while cluster profiles 5 and 12 are separated from these.

By comparing the expression pattern of the differentially expressed genes coding for transcription factors (which cluster they belong to) with the time profile of the clusters where their binding sites are over-represented (target cluster) some general picture emerges. 

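Sp1, an activator that binds GC boxes, changed by 0.28 ± 0.12 (adjusted p = 0.156) at day 2 (6 animals against 4 controls), 0.44 ± 0.11 (adjusted p = 0.00956) at day 21 (n = 8) and 0.37 ± 0.11 (adjusted p = 0.0242) at day 60 (n = 8). Its signal was low, at 4.57 ± 0.27 (log2, SD) in Control, 5.01 ± 0.13 in Spi-21 and 4.94 ± 0.14 in Spi-60. The median of all probe sets in Control was 6.01. E2f1, a regulator of cell cycle genes, changed by 0.33 ± 0.13 (adjusted p = 0.099) at day 2, 0.25 ± 0.12 (adjusted p = 0.148) at day 21 and 0.50 ± 0.12 (adjusted p = 0.0044) at day 60. The late changes were 0.41 ± 0.10 (adjusted p = 0.00664) for Sp1 and 0.37 ± 0.11 (adjusted p = 0.0143) for E2f1 (limma). Both late calls were lost without control replicate 1, and that of E2f1 also with the 3′ covariate.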

The differentially expressed genes of SP1 (*Sp1*) and E2F1 (*E2f1*) belong to cluster 7, which show an early up-regulation that is maintained throughout the injury response. The pattern of binding site over-representation suggests that SP1 may have an auto regulatory role, as its binding sites are over-represented in cluster profiles 6-11 and under-represented in cluster profiles 1-4 and 12. It thus seems to enhance expression of genes in clusters 6-11. The pattern of over-representation for the binding site of E2F1 on the other hand suggest that this transcription factor has a very broad activation potential as it seems to target clusters 1, 4 and 6-12. The expression of the gene coding for FOXO1 (*Foxo1*) follows time profile 7, and the over-represented binding sites of this transcription factor in clusters 1-4 and 12 suggests that it suppress the expression of genes in these clusters as they are mainly down-regulated. 

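Foxo1, a forkhead factor of insulin signaling and autophagy, rose late by 0.46 ± 0.10 (adjusted p = 0.00153, 16 animals against 4 controls) in its probe set with the smallest p in the F-test. Table 3 names the gene and no probe set. There the early change was 0.33 ± 0.10 (adjusted p = 0.0381), and the signal was 5.17 ± 0.11 (log2, SD, n = 4) in Control, 5.52 ± 0.21 (n = 6) in Spi-2 and 5.65 ± 0.09 (n = 8) in Spi-60. In its second probe set the late change was 0.16 ± 0.11 (adjusted p = 0.325) and did not pass limma's test. From the gene's time profile and the profiles in which its binding sites are over-represented, the paper proposes that FOXO1 lowers the expression of genes in profiles 1 to 4 and 12. The binding sites were not examined here.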

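Atf4, the activator of the integrated stress response, fell at day 2 (-0.55 ± 0.17, adjusted p = 0.0366, 6 animals against 4 controls), and its late change was -0.12 ± 0.15 (adjusted p = 0.612, 16 animals). Its signal was 7.79 ± 0.17 (log2, SD, n = 4) in Control, 7.24 ± 0.25 in Spi-2, 7.60 ± 0.33 (n = 8) in Spi-21 and 7.74 ± 0.14 (n = 8) in Spi-60. Of 23 measured ATF4 and endoplasmic stress targets, 4 were higher and 3 lower at day 60 (5 and 3 adjusted over the list alone). Shmt2, a mitochondrial enzyme of the folate cycle, rose by 1.04 ± 0.17 (adjusted p = 0.000173), while the stress factor Ddit3 (-0.83 ± 0.19, adjusted p = 0.00357) and the chaperones Hsp90b1 (-0.76 ± 0.19, adjusted p = 0.00645) and Hspa5 (-0.53 ± 0.14, adjusted p = 0.0101) fell; the set did not pass (camera, adjusted p = 0.759, and adjusted p = 0.85 with an estimated correlation). The single-gene p are from limma.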

The gene of transcription factor ATF4 (*Atf4*) belongs to cluster profile 10 showing a late up-regulation. The binding sites of ATF4 are over-represented in cluster profile 5 so its late expression may be involved in the late suppression of genes in cluster profile 5. 

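Atf3, a factor induced in injured neurons, rose by 3.95 ± 0.71 (adjusted p = 0.000662) at day 2 (6 animals against 4 controls), 3.18 ± 0.74 (adjusted p = 0.0133) at day 7 (n = 5) and 1.95 ± 0.67 (adjusted p = 0.0441) at day 21 (n = 8). Its signal was 10.43 ± 1.44 (log2, SD) in Spi-2 and 8.30 ± 1.02 (n = 8) in Spi-60. Myc, an activator of growth genes, rose by 0.59 ± 0.17 (adjusted p = 0.029) and Eloa, the elongation factor named Tceb3 in Table 3, by 0.37 ± 0.09 (adjusted p = 0.0133). Of 28 axon injury and regeneration genes, 4 rose and 0 fell at day 2 (5 and 0 adjusted over the list alone), Atf3 among them, with Tubb2b at 1.90 ± 0.31 (adjusted p = 0.000302), the small heat shock protein Hspb1 at 0.95 ± 0.21 (adjusted p = 0.00382) and the signal transducer Smad1 at 0.85 ± 0.20 (adjusted p = 0.00686; for the list, median 0.34, camera, adjusted p = 0.00651, and adjusted p = 0.574 with an estimated correlation). Of 18 immediate early genes, 2 rose and 0 fell at day 2 (2 and 0 over the list alone), and the set did not pass (camera, adjusted p = 0.997, and adjusted p = 0.999 with an estimated correlation). The single-gene p are from limma. The call of Myc was lost without any 1 of the 4 controls, without Spi-2 replicate 4, in a fit of the present study alone and with the 3′ covariate.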

Cluster profile 5 on the other hand contains two differentially expressed genes coding for transcription factors, MYC (*Myc*) and ATF3 (*Atf3*). The binding sites of MYC are over-represented in the promoters of genes belonging to cluster profiles 6, 7, 8, 10 and 11. This could indicate a role for MYC in the positive regulation in the early response (2 and 7 days post injury) of cluster profiles 6-8, while it would have the opposite effect suppressing the expression of genes in clusters 10 and 11 (see *Discussion*). As the genes of cluster profile 5 reside to control levels in the late phase of the injury response (21 and 60 days post injury), it seems unlikely that transcription factors following this time profile exert any effect on gene regulation at these late time points. The binding sites of ATF3 are over-represented in profiles 7, 8, 9, 11 and 12, suggesting that this transcription factor affects the early up-regulation in clusters 7 and 8 while the profile of cluster 9 doesn't seem to undergo any significant regulation at these time points compared to control (day 0). As for transcription factor MYC it seems likely that ATF3 participate in the suppression of gene expression in the early response in clusters 11 and 12.

This analysis showed that although we could only ascribe motifs to 6 of the 34 transcription factors encoded by differentially expressed genes, the complex correlation between the timing of their gene expression and the down- or up-regulation of their putative cluster targets suggests an intricate interaction between the transcription factors in shaping the transcriptional response.

## Discussion

Excitability changes in motor neurons have been strongly implicated with the emergence of pathophysiological hyper-reflexia in late stages of spinal cord injury, since self-sustained activity can be induced in motor neurons upon brief stimuli of sensory afferents in the complete absence of descending fibers from the brain [3,5,9,23]. By focusing on the transcriptional time course of these cells in combination with transcription factor motif analysis we shed light on the regulatory mechanisms underlying the re-expression of these plateau potentials, a key mechanism behind the pathophysiology of spasticity. In particular, we use a robust consensus cluster algorithm [35] to identify distinct expression time profiles. This consensus cluster algorithm conducted on the 3,708 most differentially expressed genes identified 12 distinct time profiles. These expression time profiles separate the differentially expressed genes into groups that most likely are under common regulatory control and enable us to associate individual genes with a specific pattern of expression over time.

### Cluster analysis identify distinct time profiles that define the timing of general biological responses to injury

The 12 time profiles divide into two main groups relating to the late response, one of down-regulation (time profiles 1-4 and 12) and one of up-regulation (time profiles 6-10), Figure 1B and 1C. Besides these two main categories of late regulation expression patterns there are two clusters with a predominant early response, time profile 5 with an early up-regulation at day 2 and time profile 11 with an early down-regulation at days 2 and 7, which both falls back towards control levels 21 and 60 days post injury.

Ontology analysis of the genes associated with each cluster profile shows that the motor neurons engage in different biological processes as the transcriptional response evolves over time. In particular time profile 5 signifies a marked immunological and inflammatory response of the motor neurons in the early phase after injury, which return to control levels in the late phases. Such immunological processes are known to be pronounced in the early phase of spinal cord injury from studies conducted on entire spinal cord tissue [1,41-43], but have not previously been identified at the motor neuron level. This finding corroborate recent studies, indicating that a neuronal immune response is included in the repertoire of processes motor neurons can engage as a means of protection against damage [44]. 

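The mean of the microglia gene list was highest at day 2 among the 4 times, and so was that of the inflammatory list, which rests in large part on 1 array there. The list mean of inflammatory cytokines was 0.37 ± 0.34 above control (log2, SD, n = 6) in Spi-2, 0.22 ± 0.15 (n = 5) in Spi-7, 0.16 ± 0.17 (n = 8) in Spi-21 and 0.08 ± 0.15 (n = 8) in Spi-60. Spi-2 replicate 4 stood at 0.99 and the other day 2 arrays at 0.03 to 0.50, and without it the day 2 median went from 0.22 to 0.05 and the call was lost. For the inflammatory set no call was made at day 7 (median 0.09, camera, adjusted p = 0.0895, and adjusted p = 0.844 with an estimated correlation), day 21 (median 0.14, camera, adjusted p = 0.0925, and adjusted p = 0.844 with an estimated correlation) or day 60 (median 0.05, camera, adjusted p = 0.542, and adjusted p = 0.869 with an estimated correlation). Microglia and macrophage markers stood at 0.56 ± 0.35 in Spi-7, 0.37 ± 0.42 in Spi-21 and 0.43 ± 0.37 in Spi-60, and were called higher at day 7 (1 of 19 higher, 1 over the list alone, camera, adjusted p = 0.000611, and adjusted p = 0.574 with an estimated correlation), day 21 (3, 3, camera, adjusted p = 0.00651, and adjusted p = 0.691 with an estimated correlation) and day 60 (4, 4, camera, adjusted p = 0.00888, and adjusted p = 0.731 with an estimated correlation). At day 60 Csf1r rose by 1.48 ± 0.38 (adjusted p = 0.00799) and Ifitm3 by 1.88 ± 0.33 (adjusted p = 0.000308, 8 animals against 4 controls). Of the immune cells of the blood, neither the 11 neutrophil and blood cell markers (camera, adjusted p = 0.83, and adjusted p = 0.944 with an estimated correlation) nor the 16 T, B and NK cell markers (camera, adjusted p = 0.543, and adjusted p = 0.85 with an estimated correlation) passed at day 2. In the neutrophil and blood cell list Spi-2 replicate 4 stood at 0.84 and the other day 2 arrays at -0.12 to 0.07. In the T, B and NK list the same array stood highest at day 2, at 0.43. From profile 5 the paper concludes that the motor neurons mount an early immune and inflammatory response that returns to control levels. The microglia calls were lost with the 3′ covariate at days 7 and 60 and without Spi-21 replicate 4 at day 21, and the 3′ covariate ended the day 60 calls of Csf1r and Ifitm3.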

Cluster profiles 1-4 as well as 12 all describe different patterns of transcript down-regulation. "Cell-cell adhesion" is clearly down-regulated in profiles 1 and 3, suggesting that the direct interaction of motor neurons with their neighboring cells are reduced. 

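At day 60, 4 of 45 cell-cell adhesion genes were lower and 3 higher (3 and 3 adjusted over the list alone; 8 animals against 4 controls), and at days 2 and 7 0 were called in either direction (0 and 0 over the list alone). The median log2 fold change was -0.02 at day 60 (camera, adjusted p = 0.955, and adjusted p = 0.978 with an estimated correlation) and -0.05 at day 2 (camera, adjusted p = 0.912, and adjusted p = 0.944 with an estimated correlation). Pcdh20 stood at -1.36 ± 0.26 (adjusted p = 0.000671) late, Ncam2 at -0.84 ± 0.18 (adjusted p = 0.00176) and Fat1 at -0.98 ± 0.27 (adjusted p = 0.0104, 16 animals, limma). The list holds cadherins, protocadherins, catenins, contactins and neural adhesion molecules, and from the over-represented term in profiles 1 and 3 the paper proposes a weaker contact of motor neurons with their neighbours.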

Synapse stripping, including the removal of synapses from the perikaryon and dendrites, is a pronounced phenomenon after axonal damage to motor neurons [44]. The down-regulation of genes related to "ensheathment of neurons" in cluster profile 1 suggests an effect of the injury on the myelination of motor neurons not previously associated with this neuronal population. 

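Genes of myelin and oligodendrocytes fell at all 4 times. At day 21, 13 of 19 were lower and 0 higher (14 and 0 adjusted over the list alone; 8 animals against 4 controls), with a median log2 fold change of -0.81. Gpr37, a receptor of oligodendrocytes, fell by 1.27 ± 0.23 (adjusted p = 0.000589), Ermn, a cytoskeletal protein of myelin (-1.58 ± 0.34, adjusted p = 0.00288), Qdpr, a pteridine reductase rich in oligodendrocytes (-0.77 ± 0.15, adjusted p = 0.000999) and Mbp (-1.28 ± 0.29, adjusted p = 0.00414). At day 2, Mbp fell by 2.14 ± 0.31 (adjusted p = 6.12e-05) in its brightest probe set, with -0.62 ± 0.16 (adjusted p = 0.0109) and -0.35 ± 0.18 (adjusted p = 0.226) in the others, and 5 of 19 genes were lower and 0 higher (7 and 0 over the list alone). The sets were called at day 2 (camera, adjusted p = 2.33e-06, and adjusted p = 0.518 with an estimated correlation), day 7 (5 lower, 5 over the list alone, camera, adjusted p = 1.17e-06, and adjusted p = 0.518 with an estimated correlation), day 21 (camera, adjusted p = 5.7e-07, and adjusted p = 0.518 with an estimated correlation) and day 60 (8 lower, 11 over the list alone, camera, adjusted p = 0.000556, and adjusted p = 0.574 with an estimated correlation). The list was fixed as markers of oligodendrocytes and myelin, and the cells that held this RNA were not determined. The list mean per animal was 0 ± 0.33 (SD, n = 4) in Control, where replicate 4 stood at -0.50 and the others at 0.13 to 0.20, and -0.74 ± 0.20 (n = 8) in Spi-21. Interneuron markers fell beside them at day 21, 8 of 17 lower and 0 higher (8 and 0 over the list alone), with Calb1 at -0.93 ± 0.16 (adjusted p = 0.000507) and Slc32a1, the vesicular GABA transporter, at -1.87 ± 0.39 (adjusted p = 0.00226; for the list, camera, adjusted p = 0.0041, and adjusted p = 0.518 with an estimated correlation); their list mean was -0.61 in control replicate 4, 0.10 to 0.37 in the other controls and -0.88 to -0.51 in Spi-21. The paper proposes from its term for ensheathment that the injury affects the myelination of motor neurons.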

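The earliest fall in the mitochondrial ribosome was at day 2, when 14 of 68 genes were lower and 2 higher (17 and 3 adjusted over the list alone; 6 animals against 4 controls). Mrpl13 fell by 1.02 ± 0.15 (adjusted p = 5.39e-05), and so did Mrps35 (-0.96 ± 0.18, adjusted p = 0.000947; for the list, median -0.20, camera, adjusted p = 0.000106, and adjusted p = 0.609 with an estimated correlation). At day 7, 3 were lower and 2 higher (8 and 2 over the list alone, camera, adjusted p = 0.00034, and adjusted p = 0.666 with an estimated correlation), and 1 of 19 tricarboxylic acid cycle genes was lower (7 over the list alone, camera, adjusted p = 0.000348, and adjusted p = 0.518 with an estimated correlation). The list mean of oxidative phosphorylation was -0.30 ± 0.05 (log2, SD, n = 5) in Spi-7, -0.31 ± 0.16 (n = 8) in Spi-21 and -0.26 ± 0.12 (n = 8) in Spi-60. The call of the mitochondrial ribosome at day 7 was lost with the 3′ covariate.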

Another prominent down-regulated mechanism involves mitochondrial related energy metabolism (time profile 12). 

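Ribosomal protein genes of the cytosol had a median log2 fold change of -0.05 at day 2 (6 animals against 4 controls) and -0.16 at day 7 (n = 5), where the set did not pass (camera, adjusted p = 0.0536, and adjusted p = 0.85 with an estimated correlation; 2 lower and 1 higher, 4 and 1 adjusted over the list alone). Rps24 stood at -0.46 ± 0.17 (adjusted p = 0.095) at day 2 and -0.60 ± 0.16 (adjusted p = 0.0135) at day 21, and Rpl35a at -0.36 ± 0.12 (adjusted p = 0.0302) at day 21 (n = 8, limma). Of the genes of the mitochondrial ribosome, 17 of 68 were lower and 4 higher at day 21 (23 and 6 over the list alone), with a median of -0.24 (camera, adjusted p = 0.000578, and adjusted p = 0.691 with an estimated correlation). That call was lost after a further quantile normalization and without Spi-21 replicates 1 to 3, a choice made after seeing the data.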

The translational machinery is also down-regulated (profiles 2-3). The down-regulation of chromatin structures (profile 1) suggests that the DNA could be unfolding towards a more favorable transcriptional state, while "RNA splicing" of profile 2 suggests a reduction in the mRNA processing. 

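RNA splicing genes mostly fell late among those that changed. Of 56 measured, 16 were lower and 3 higher at day 60 (18 and 4 adjusted over the list alone; 8 animals against 4 controls). Snrpa1, a protein of the U2 particle, fell by 0.85 ± 0.15 (adjusted p = 0.000381), Snrnp27 of the tri-snRNP particle (-0.83 ± 0.16, adjusted p = 0.00074) and Hnrnpd, an RNA-binding protein (-0.83 ± 0.17, adjusted p = 0.00104). The median was -0.19 and the set did not pass (camera, adjusted p = 0.0773, and adjusted p = 0.609 with an estimated correlation); at day 21 9 were lower and 2 higher (10 and 2 over the list alone, camera, adjusted p = 0.565, and adjusted p = 0.85 with an estimated correlation). Of 10 histone genes, 2 were higher and 1 lower at day 60 (2 and 1 over the list alone): the linker histone H1f10 rose by 0.61 ± 0.17 (adjusted p = 0.0131), H2bc1 rose by 0.45 ± 0.15 (adjusted p = 0.0308) and the variant H2az1 fell by 0.71 ± 0.22 (adjusted p = 0.0237; for the list, median 0.15, camera, adjusted p = 0.454, and adjusted p = 0.768 with an estimated correlation). Single genes were tested with limma. The late arrays came from the earlier study, and its sham-operated controls were not among the arrays used. The paper proposes from the lowered terms that chromatin opens and that the processing of RNA is reduced.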

Among the prominent up-regulated profiles, pathways relating to neuronal development (profiles 8-10), suggest that injury induce developmental processes as a late response. This finding indicates that a differentiated and mature neural population in the spinal cord is capable of re-engaging in developmental pathways, presumably attempting to ameliorate the conditions of the damaged spinal cord and compensate for the lack of inputs. It is also clear that plasma membrane transporter activity of various kinds are significantly up-regulated suggesting a very strong control of the electro-chemical transmembrane gradients, possibly also reflecting the changing chemical requirements of the motor neurons. 

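Genes of axon growth stood above control at day 21 in part. Of 28 axon injury and regeneration genes, 6 were higher and 0 lower (7 and 0 adjusted over the list alone; 8 animals against 4 controls), among them the neuronal tubulin Tubb3 (0.80 ± 0.23, adjusted p = 0.0188), Stat3, a transducer of injury signals (0.81 ± 0.25, adjusted p = 0.0236), and Basp1, a growth cone protein (0.70 ± 0.22, adjusted p = 0.0292). The set did not pass at day 21 (median 0.16, camera, adjusted p = 0.0773, and adjusted p = 0.691 with an estimated correlation) or day 60 (3 higher and 1 lower, 6 and 1 over the list alone, camera, adjusted p = 0.25, and adjusted p = 0.85 with an estimated correlation), and was called at day 7 (2 higher, 2 over the list alone, median 0.24, camera, adjusted p = 0.00292, and adjusted p = 0.518 with an estimated correlation). At day 60 the guidance genes Dpysl5 (0.50 ± 0.15, adjusted p = 0.0202), which shapes growth cones, and Ephb6, an ephrin receptor (0.53 ± 0.16, adjusted p = 0.0217), rose (limma). The paper proposes from its late profiles that injury sets off developmental processes in mature motor neurons. Sham-operated controls of the earlier study, from which the late arrays came, are not among the arrays used here.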

The motor neurons also up-regulate processes directly relating to membrane excitability and neural transmission, suggesting that the motor neurons change their synaptic strength, both pre-synaptically through modulation of axon terminals with increased machinery for acetylcholine release and post-synaptically through modulation of receptor channels as well as changed membrane excitability.

### Differentially expressed genes relating to motor neuron excitability and injury-induced spasticity

Ontology analysis provides general terms of activity suggesting some biological functions of each cluster profile, but the over-represented ontologies only represent a relative small proportion of the genes contained in each cluster. To dissect out all the gene constituents that relate to changes in motor neuron excitability and injury-induced spasticity we therefore focused on genes involved in neural transmission. In a previous study we examined the late transcriptional response of motor neurons compared to their sham-operated counterparts 21 and 60 days post injury [32]. From this study it was clear that the motor neurons change their post-synaptic receptor composition moving towards a more excitable state through a reduction of the ionotropic GABAergic receptors and an increase of the ionotropic glutamatergic, adrenergic and cholinergic receptors. Ca^2+ ^and Na^+ ^ion channels also responded to the injury, where the most noticeable changes related to the modulation of persistent inward currents involved the ancillary subunits possibly changing the conductivity and membrane incorporation of existing ion channels. The functional consequences of these changes are discussed extensively in [32].

Extracting the differentially expressed genes affecting motor neuron excitability based on their changed expression over time identifies many of the same candidates, though the differential expression in the present case is based on mutual reference across the time points rather than pair wise comparisons within each time point with time-matched sham controls. The fact that the two different strategies of analysis identify many of the same gene candidates affecting motor neuron excitability supports the robustness of our findings. The time series analysis clearly shows that most of the genes relating to motor neuron excitability and injury-induced spasticity are found in clusters with late regulation, where genes coding for receptors and channels with excitatory effects are predominantly up-regulated while inhibitory receptors are primarily down-regulated. This shows that the observed progressive increase of the hyper-reflexia strongly correlates with the increased expression of genes enhancing motor neuron excitability and reversely correlates with the decreasing expression of the GABA_A _receptor system. This pattern of expression was also reflected in the ontology analysis, where late phase up-regulation of time profiles 9 and 10 contains terms of "gated channel activity", "regulation of neurotransmitter levels", "synaptic transmission" and "ion exchanger activity", while time profile 12 showing a general down-regulation as a response to the injury contains "alkali metal ion binding" and "anion channel activity" reflecting a decrease in anion channel signaling (K^+ ^and Cl^-^).

The apparent conclusion from this analysis is that many of the genes affecting motor neuron excitability share expression patterns, where the majority having an excitatory effect are up-regulated in late stages of the injury response (21 and 60 days post injury) falling into clusters 6-10 while the majority of the genes relating to inhibition are down-regulated in the late phases of the response falling into cluster profiles 1-4 and 12.

### Transcriptional control of gene clusters

The distinct expression pattern shared by the genes of each consensus cluster and their associated ontology terms suggest a common regulatory control of each gene cluster. This possibility was examined by matching transcription factor binding sites with core promoter sequences of the genes associated with each cluster using ASAP [38] with motifs obtained from the TRANSFAC database. This database is at present not fully annotated for all know transcriptions factors, and at the time of writing TRANSFAC contained motifs for 6 of the 34 transcription factors encoded by genes identified in the present study as differentially expressed (SP1, E2F1, FOXO1, ATF3, ATF4, MYC). Based on over-representation analysis of their binding sites we find that the expression pattern for the genes of these six transcription factors correlate nicely with the time profiles of their putative target gene clusters. The genes of SP1 (*Spl*), E2F1 (*E2fl*) and FOXO1 (*Foxo1*) all belong to time profile 7 with a common up-regulation throughout the injury response, but have different targets clusters.

The binding sites of SP1 are over-represented in profiles 6-11 suggesting a positive regulation by this transcription factor of the genes associated with these profiles. The binding sites of E2F1 are over-represented in gene clusters 1, 4 and 6-12 suggesting the interaction of this transcription factor with other proteins to focus its regulatory effect to fewer transcript targets. Interestingly the non-specific general activator proteins SP1 and E2F1 have been shown to interact to promote transcription [45] and in motor neurons they can drive the transcription of the motor neuron specific transcription factor HB9 [46]. Their common binding site over-representation in cluster profiles 6-11 therefore suggest that they participate in a general activation of transcription of their associated genes.

The binding sites of FOXO1 are over-represented in cluster profiles 1-4 plus 12 and it thus seems to have a suppressive effect. The fork-head transcription factor FOXO1 has not previously been associated with the spinal cord, but it has been found in other parts of the developing and adult brain [47].

ATF3 and ATF4 both belong to the mammalian activation transcription factor/cAMP responsive element-binding (CREB) protein family of transcription factors and they have both been associated with trauma relating to the spinal cord. ATF3 has been shown to be up-regulated in motor and sensory neurons subject to axotomy [48] as well as in spinal neurons post injury [49]. The up-regulation of ATF4 has been associated with ischemia of both brain and spinal cord [49]. The genes of these two transcription factors follow different expression profiles. The gene of ATF4 (*Atf4*) belongs to expression profile 10 and thus is subject to an initial repression followed by a late up-regulation. The binding site of ATF4 is over-represented in time profile 5 suggesting that its late expression is suppressing the genes of cluster 5 as they return to control levels after the initial up-regulation. Since the gene of ATF3 (*Atf3*) belongs to cluster 5 it therefore seems to be subject to the repression of ATF4. The early up-regulation of the gene coding for ATF3 (*Atf3*) on the other hand might correlate with initial up-regulation of expression in clusters with over-representation of its binding site, clusters 7, 8, and 9. The binding site of ATF3 is also over-represented in gene clusters 11 and 12 with early down-regulation of expression, thus ATF3 must work together with other transcription factors to explain this apparent opposing effect on the expression of its target genes.

MYC, a member of the myc-family of transcription factors, is a complex regulator of general transcriptional activation [50] and has been associated with immediate early injury response of neurons in the spinal cord [51]. The gene of this transcription factor belongs to cluster profile 5 together with the gene of ATF3. The binding site for MYC is over-represented in gene clusters 6-8 and 10-11 suggesting a role in the early regulation of the genes in these clusters.

The motif analysis could not be conducted on the full set of transcription factors with differential expression of their associated genes as not all of these were contained in TRANSFAC, which otherwise would have enabled us to make a more complete estimate of the regulatory network underlying the expression patterns observed in the motor neurons as a response to the injury. Apart from the six transcription factors with know motifs, we note that several of the other transcription factors with differential expression of their associated genes have been implicated with central nervous system development or its response to trauma. These include the down-regulated genes of the transcription factors E2F5 (*E2f5*) [51], GT2D1 (*Gtf2ird1*, synonymous with BEN) [52] and NFIA (*Nfia*) [53] as well as the up-regulated genes of transcription factors PBX3 (*Pbx3*) [54] and NRF2F (*Nrf2f*) [55]. In particular OLIG1 and NKX6-2 have been implicated in motor neuron differentiation early in development [56-58]. The down-regulation of their genes (*Olig1 *and *Nkx6-2*) compared to the un-injured state also suggests a role for these in the maintenance of normal motor neuron function and identity.

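Nkx6-2, a homeobox factor of ventral spinal cord and of oligodendrocytes, changed by -0.97 ± 0.20 (adjusted p = 0.00194) at day 2 (6 animals against 4 controls), -1.02 ± 0.21 (adjusted p = 0.00573) at day 7 (n = 5) and -0.61 ± 0.17 (adjusted p = 0.0114) late (16 animals). Olig1, a factor of oligodendrocytes and of motor neuron progenitors, fell by 0.96 ± 0.23 (adjusted p = 0.00478) at day 21 (n = 8) and had a change of -0.28 ± 0.23 (adjusted p = 0.435) at day 60 (n = 8), with a late change of -0.62 ± 0.21 (adjusted p = 0.0305). Both genes are members of the oligodendrocyte and myelin list, of which 13 of 19 were lower at day 21. Both are among those 13, so that the count partly restates their own calls. Tests were limma contrasts. The late call of Nkx6-2 was lost without control replicate 2 or 3, and that of Olig1 without control replicate 1, 2 or 3 and after a further quantile normalization.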

There is growing supporting evidence for a model where the pattern of neurogenesis is achieved through a mechanism of controlled repression of transcription upon a background of non-specific transcriptional activation [46,59,60]. It therefore seems like the developing nervous system is subject to general transcriptional activation by non-specific general-activator transcription factors while the cell specific processes are directed by controlled inhibition of transcription. If this mechanism applies to the adult organism, and in particular to the injury response of motor neurons observed in the present case, the down-regulation of a suppressor transcription factor could have the same effect as the up-regulation of a transcription factor enhancer targeting the same genes, i.e. induce transcription. The expression pattern of the genes coding for SP1, E2F1 and MYC together with their broad cluster targets suggest that these un-specific activators of transcription enhance the general transcriptional capacity of the motor neurons, while the expression pattern of genes coding for other more specific regulators of transcription like OLIG1 or NKX6-2 could function to shape the response by relief or activation of targeted suppression of specific sets of genes, supporting the hypothesis of suppressor mediated transcriptional specificity.

The observed combination of up- and down-regulated transcription factors therefore suggests a redirection of the transcriptional program, where the transcription factors of clusters 1-4 and 12 must be involved in the maintenance of normal motor neuron function and their down-regulation together with the up-regulated transcription factors of cluster profiles 5-10 suggest a dynamic transition to a new transcriptional state. It is also clear from our analysis that these transitions through different transcriptional states across time are mediated by the interactions of several transcription factors.

## Conclusion

The present study expand our previous work on the late transcriptional response of motor neurons following spinal cord injury by adding data from the early phase, resulting in a data set comprising days 0, 2, 7, 21 and 60 post injury. The consensus clustering with the subsequent ontology analysis enabled us to identify distinct expression time profiles from which we can describe the biological processes as they progress over time and correlate them to the pathophysiologal development of spinal cord injury. Extracting genes directly relating to motor neuron excitability further focus the analysis towards changes associated with injury-induced hyper-reflexia. The cluster identity of these genes in complement with the over-representation analysis on GO terms and transcription factor binding sites indicate some general mechanism of how the motor neurons regulate their membrane excitability as a response to the injury.

Our analysis clearly suggests that the transcriptional response of the motor neurons to injury is complex, and that the observed increased excitability is the result of many interacting factors. This study therefore provides a first step towards an understanding of the correlation between the transcriptional regulation in an individual cell population and the physiological state of a biologically complex system. In this light it therefore seems unlikely that the suppression of a single gene or protein relating to ion channels or receptors will have a significant effect in reducing motor neuron excitability to alleviate injury-induced spasticity. We therefore suggest an alternative approach, where the manipulation of the transcriptional regulators such as the identified transcription factors could be used to alter the transcriptional response to prevent the motor neurons from entering a state of hyper-excitability.

## Methods

### Spinal cord preparation

All handling of animals was approved by the Danish Animal Experiments Inspectorate. The handling and experimental procedures of the animals were conducted at University of Copenhagen (Denmark) and the isolated spinal cord tissue was further processed at Karolinska Institutet in Stockholm (Sweden).

Adult male Wistar rats (325-480 g) were used in this study. The animals used for microarray hybridization were separated into five groups: controls of un-injured animals (Control; n = 4), spinalized for 2 days (Spi-2; n = 6), spinalized for 7 days (Spi-7; n = 5), spinalized for 21 days (Spi-21; n = 8) and spinalized for 60 days (Spi-60, n = 8). The Spi-21 and Spi-60 samples were obtained from a previous study [32] and the remaining samples were produced as described therein. In short, laminectomy was performed on animals under anesthesia between the lumbar L2 and L3 vertebras and injury was inflicted on the spinal cord by removing 1-2 mm tissue at the sacral S2 segment. After spinalization, the wound was closed suturing muscles, muscle fascia and skin separately. Care was taken to relieve pain post-operatively. Until termination of the experiment the welfare of the rats were routinely checked (e.g. for signs of infections, motor loss or bladder dysfunction) and rats that showed signs of distress were immediately euthanized. Since the spinal cord injury was inflicted at the S2 level only the motor and sensory functions of the tail were affected leaving the bladder, bowel as well as hind limb functions intact. Motor neurons were labeled *in vivo *with Fluoro-Gold (Fluorochrome) as described in [25]. At the day of termination animals were anesthetized with pentobarbital (initially 20 mg/kg and then 5 mg/kg every 30 minute, Mebumal^®^, SA - Sygehus Apotekerne) and the sacrocaudal spinal cords were removed, snap-frozen in liquid nitrogen and stored at -80°C until further processed.

### Motor neuron extraction and microarray preparation

Fluoro-Gold labeled motor neurons (at the S3-S4 level) were laser microdissected and their RNA extracted and amplified as previously described [32]. In short, retrogradely Fluoro-Gold labeled motor neurons were isolated from 10 thin spinal cord cryosections using the Leica AS laser microdissection system (Leica Microsystems) at room temperature. From each rat the total RNA was isolated from 70-200 laser microdissected motor neurons using the PicoPure™ RNA Isolation Kit (Arcturus) and the messenger RNA (mRNA) fraction was amplified in a two round T7 linear amplification process using the RiboAmp™ HS RNA Amplification Kit (Arcturus). The complementary DNA (cDNA) product from the 2^nd ^round of the amplification process was used to generate biotin-labelled antisense RNA (aRNA) (GeneChip^® ^Expression 3'-Amplification Reagents for IVT Labeling, Affymetrix). The integrity and concentration of the amplified and biotinylated aRNA was assessed on an Agilent RNA chip with the Agilent 2100 bioanalyzer (Agilent Technologies) both before and after fragmentation. Only samples of good integrity were further used and 15 *μ*g of the fragmented samples were hybridized to GeneChip^® ^Rat Genome 230 2.0 Arrays (RAT230_2 chip, Affymetrix) and subsequently scanned. Each array always originated from a single animal. The Agilent analysis and microarray hybridizations were conducted at the Affymetrix core facility at Novum (Bioinformatics and Expression Analysis core facility, Department of Biosciences and Nutrition, Karolinska Institutet, Huddinge, Sweden).

### Microarray preprocessing

The microarray normalization and the analysis for detection of significantly differentially expressed genes was adopted from Ryge and colleagues [34]. We used the Affymetrix probe sets verbatim, but discarded those not included in the Ensembl database for the RAT230 2 chip prior to the statistical analysis, reducing the set of probes from 31,099 to 12,919. The microarrays were then background compensated, normalized and RMA (Robust Multi-array Average) expression summaries were calculated [34,61]. Additional background compensation was carried out on the expression summaries as described in [25]. Inspection of the normalized distributions showed that all microarray RMA profiles followed the average distribution throughout the intensity range, validating the microarray pre-processing steps (Additional file 2). The RMA expression summaries together with the raw CEL files for all microarrays were submitted to the Gene Expression Omnibus (GEO; http://www.ncbi.nlm.nih.gov/geo/) hosted by the National Center for Biotechnology Information and can be accesses under accession number GSE19701.

### Differentially expressed genes

To determine the significantly differentially expressed genes across the five time points adjusted ANOVA analysis' were performed using three different statistical procedures: Cyber-T, limma and SAM (described in [62-65]). Each time point was treated as a separate "biological condition", in essence identifying genes violating the null hypothesis of equal mean across all conditions. The resulting test statistics of all three procedures were then used to create a conglomerate ranking of each gene reflecting their degree of significance across all three tests as described in [34]. For the purpose of clustering a FDR cut-off of 0.02 was chosen classifying 3,708 out of 12,919 genes as differentially expressed. To compensate for multiple testing the p-values of Cyber-T and limma were converted to FDRs using the approach of Allison and colleagues [66], whereas the FDRs of SAM are based on a methodology of permutation and re-sampling of the data (i.e. these FDRs are output from the SAM analysis directly).

### Consensus Cluster analysis

ClusterLustre, a robust consensus clustering method, was used to group the set of differentially expressed genes into clusters of reliably classified gene expression patterns [35]. To avoid clustering according to magnitude but rather on common patterns of expression, the expression level of each transcript were normalized prior to clustering:(1)

for gene *n *= 1,...,*N *and microarray *m *= 1,...,*N*. Here *y*_*nm *_represents the RMA expression value of transcript *n *on chip *m *and  the average expression level of transcript *n *across all *M *microarrays. The denominator is used to confine the expression variance to the interval [-1,1]. The consensus clustering algorithm aims at producing robust clustering results by averaging over multiple clustering runs such that the sensitivity to settings and initialization are diminished. The algorithm works as follows (for more details see [35]). Initially, 30 scans with k-means in the interval k = 6...14, leading to a total of 9 * 30 = 270 clustering runs are performed. From these a co-occurrence matrix reflecting the pair wise probability of transcripts falling in the same cluster is made. The resulting co-occurrence matrix thus describes the pair wise empirical probability of transcripts falling in the same cluster throughout the 270 clustering runs. In the final step, one minus the co-occurrence matrix (= the dissimilarity matrix) is used as input to hierarchical clustering. This gives a robust clustering because genes that fall in the same cluster across most cluster runs will have a small dissimilarity and thus be grouped together, whereas this is not the case for genes that infrequently by chance are in the same cluster. So, consensus clustering gives clearer clusters than a direct application of hierarchical clustering on the data [35].

In the present study, we found 12 consensus clusters to be optimal in terms of representing distinct expression time profiles (each containing approximately 150-600 genes). A full list of the differentially expressed genes grouped according to their cluster ID is provided in Additional file 1.

### Over-representation analysis on identified gene clusters

#### Ontologies

The DAVID online ontology-cluster tool [67,68] was used on each of the 12 identified gene clusters to identity groups of over-represented ontologies sharing a gene overlap of minimum 70%, from which a significant representative term was extracted. Ontology clusters were deemed significant if they contained ontologies with p-values below 0.03.

#### Transcription factors

To identify transcription factors that may be involved in regulation of the identified gene clusters we performed motif analysis on each cluster looking for transcription factor binding sites in the core promoter sequences of their constituent genes. For this analysis we obtained the sequences from the Ensembl database of 1000 bp upstream and 200 bp downstream of the coding region of all differentially expressed genes using biomaRt. Each set of promoter sequences pertaining to a distinct time profile was analyzed for over- and under-represented transcription factor binding sites using ASAP [38] with position weight matrices (PWM) obtained from JASPAR [39] or TRANSFAC [40]. ASAP searches the set of promoter sequences using a transcription factor motif (i.e. PWM) and calculates the number of times a given binding site appears, producing a Z score reflecting the likelihood of its over-representation (positive) or under-representation (negative) compared to the amount of times it appears in a pre-defined background. In the present case the 3,708 differentially expressed genes were used as background for each cluster.

We note that the presented findings resting on this methodology are based on predictions and that more than one transcription factors may bind to the same target. This means that over-representation of a certain binding site for one transcription factor in a gene promoter region may not always predict the binding of the exact same factor.

### Differentially expressed genes relating to motor neuron excitability

Significantly differentially expressed genes relating to motor neuron excitability were extracted along with their corresponding cluster ID, belonging to the same categories of ion channels and neurotransmitter receptors as described in [25]. In particular genes relating to Ca^2+^, Na^+^, Cl^- ^and K^+ ^channels as well as genes relating to glutamatergic, GABAergic, glycinergic, cholinergic, serotonergic, adrenergic and dopaminergic receptors were identified and are shown in Table 3. Ca^2+ ^binding genes relating to calmodulin and IP_3 _were also included in this table.

### Software

The microarray analysis was done using R http://www.r-project.org/ and Bioconductor http://bioconductor.org. Cyber-T source code was obtained from the website http://cybert.microarray.ics.uci.edu/. Open source software was used for clustering (ClustreLustre, http://eivind.imm.dtu.dk/staff/winther/software.html) and promoter analysis (ASAP, http://asap.binf.ku.dk/Asap/Home.html). Separate scripts for integration of R and bioconductor data formats with these programs were developed and are included as supplementary material (Additional files 3 and 4).

## Authors' contributions

JR participated in the design of the study, participated in data acquisition, performed data analysis and wrote the manuscript. OW formed strategy for and participated in cluster analysis, participated in promoter analysis and participated in manuscript revision. JW performed the animal surgeries and participated in data acquisition. ACW performed the molecular work and participated in data acquisition. AS participated in promoter analysis and participated in manuscript revision. HH participated in design of study and participated in writing the manuscript. OK participated in the design and coordination of the study and wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Table containing all differentially expressed genes and their consensus cluster ID**. Click here for file

Additional file 2 **Figure showing Validation of normalization**. Distributions of linear-normalized probe intensities (perfect match, PM) and RMA expression summaries. Quantile-quantile plots B and D illustrate the variation of the distribution tails of the distributions plotted in A and C. The nice overlap of both PM and RMA distributions validates the normalization procedure and the quality of the data obtained from different animals at different time points following spinal cord injury. **A**. Plot of linear-quantile-normalized PM distributions of each microarray. **B**. Quantile-quantile plot: linear-quantile-normalized PM distributions (shown in A) plotted against the average PM distribution. **C**. Distributions of normalized RMA expression summaries, based on PM values from A and B, which has undergone further quantile normalization. **D**. Quantile-quantile plot: normalized RMA expression summary distributions (shown in C) plotted against the average RMA distribution. Click here for file

Additional file 3 **R scripts source file**. An R source file containing scripts for probe annotation, export and import of expression values to and from ClustreLustre and cluster plots, extraction of sequences using biomaRt for ASAP analysis.
Click here for file

Additional file 4 **R scripts example**. Text file illustrating an example of how to run scripts (details on ClustreLustre and ASAP usage is described in original papers) Click here for file

# Supplementary material for: Transcriptional regulation of gene expression clusters in motor neurons following spinal cord injury
**Source:** BMC Genomics. 2010 Jun 9;11:365. doi: 10.1186/1471-2164-11-365
**Supplement:** Additional file 2 — Figure showing Validation of normalization. Distributions of linear-normalized probe intensities (perfect match, PM) and RMA expression summaries. Quantile-quantile plots B and D illustrate the variation of the distribution tails of the distributions plotted in A and C. The nice overlap of both PM and RMA distributions validates the normalization procedure and the quality of the data obtained from different animals at different time points following spinal cord injury. A. Plot of linear-quantile-normalized PM distributions of each microarray. B. Quantile-quantile plot: linear-quantile-normalized PM distributions (shown in A) plotted against the average PM distribution. C. Distributions of normalized RMA expression summaries, based on PM values from A and B, which has undergone further quantile normalization. D. Quantile-quantile plot: normalized RMA expression summary distributions (shown in C) plotted against the average RMA distribution.

Gene List

[truncated: 338,197 more chars]

# Supplementary material for: Transcriptional regulation of gene expression clusters in motor neurons following spinal cord injury
**Source:** BMC Genomics. 2010 Jun 9;11:365. doi: 10.1186/1471-2164-11-365
**Supplement:** Additional file 4 — R scripts example. Text file illustrating an example of how to run scripts (details on ClustreLustre and ASAP usage is described in original papers)

Example of ClustreLustre and ASAP analysis on micorarray data set combined with R and bioconductor packages.Require pre-installed bioconductor packages: affy, biomaRt, annotate, cluster, pls, amap Example run in R## source the R scripts, e.g. > source(".../xxx.R")## Read in data and calculate expression values (AffyBatch object and Exprs object)> data <- ReadAffy()> eset.data <- RMA(data)## annotate genes on microarray and create an annotation object for later annotation retrieval. Requires internet access and might take quite some time to run (overnight)! chip.type depends on the tip of Affymetrix type used and must be specified according to biomaRt annotation. > ann.obj <- Annotate(data, chip.type="affy_rat230_2")## calculate differentially expressed genes (DEG) using limma, samr, Cyber-T or other method of choice providing a matrix of gene names and adjusted p-values for a given FDR (DEG-matrix)… ## Define class labels and class names of the microarray experiments > sampleNames(eset.data)"chip1.condition1.cel" "chip2.condition1.cel" "chip3.condition1.cel""chip4.condition2.cel""chip5.condition2.cel" "chip6.condition2.cel" "chip7.condition3.cel" "chip8.condition3.cel"> class.labels <- cbind(class.labels, c(rep("condition1",3), rep("condition2", 3), rep("condition1", 2),))>  class.names <- unique(class.labels[,2])## condition could also be time, e.g. time-0, time-1, time-2….ClustreLustre## export DEG genes for ClustreLustre analysis> Clustre.Lustre.Export(eset.data,  rownames(DEG.matrix))## run ClustreLustre MatLab script on export TAB delimited file… Move the ClustreLustre output file to the R working directory and import the output> clusters.DEG  <- CL.import()## plot heatmap of each cluster, in the below example K was set to 12 in the ClustreLustre giving 12 clusters (eset.is.log=TRUE if working with RMA expression values(on log2 scale), otherwise set to set.is.log=FALSE). > for(i in 1:12) plot.cluster(eset.data, class.labels, class.names, eset.is.log=T, ClustreLustre=T, cl.obj=clusters.DEG, h.clust=F,heatmap=T,div.clust=F,pca.clust=F, cl.cluster=i)## Export gene IDs and their annotation sorted according to clusters. > gene.html.export(clusters.DEG, ann.obj, file.name="gene-list-RMA-anova-fdr2.cl1of12.html")ASAP promoter analysis## extract promoter sequences for the DE genes using biomaRt. In this case there were 12 cluster, so they are exported in separate files. > for(i in 1:12) extract.biomart.sequences(clusters.DEG, ann.obj, filter="ensembl_gene_id", seqType="coding_gene_flank", downstream=200, upstream=1000,filter.genes=T, cluster=i)## background sequence set of all DE genes> extract.biomart.sequences(clusters.DEG, ann.obj, filter="ensembl_gene_id", seqType="coding_gene_flank", downstream=200, upstream=1000,filter.genes=T, file.name="sequences_BG.fasta")## Run ASAP python script on fasta files for each cluster with sequences_BG.fasta as reference/background and merge result into a comma separated matrix ("asap_clusters.csv") containing as the first column all the transcription factor (TF) names, and in all subsequent columns the corresponding z-scores of the ASAP output. > TF.stats <- read.csv("asap_clusters.csv", header=F)## organize TF.stats such that row names are the transcription factors, and columns are names for the clusters ("Cluster 1", "Cluster 2", "Cluster 3,…) for column 1,2,3,…> plot.cluster(TF.stats, heatmap=T, h.clust=F, pca.clust=T, colv=NULL, method.linkage="correlation", scaleH="col")> plot.cluster(TF.stats, heatmap=T, h.clust=F, pca.clust=T, colv=NULL, method.dist="euclidian", scaleH="col")## or>  heatmap(as.matrix(TF.stats), scale="col",col=rgcolors.func(100))## possibly do manual normalization of z-score vectors of each cluster setting it to have a variance of 1 (again this example as 12 clusters). > TF.stats.sd <- apply(TF.stats,2,sd)> TF.stats.norm <- TF.stats> for(i in 1:12) TF.stats.norm[,i] <-TF.stats[,i]/TF.stats.sd[i] ## run cluster plot on TF.stats.sd> plot.cluster(TF.stats.norm, heatmap=T, h.clust=F, pca.clust=T, colv=NULL, method.linkage="correlation", scaleH="col")## plot separation of transcription factor (for which there was ASAP data) expression patterns contained in each cluster > plot.cluster(rma.data, heatmap=T, h.clust=T, pca.clust=T, pc.ids="numeric", class.names=class.names, class.labels=class.labels, gene.subset=T, top.genes= TF.stats[,1], eset.is.log=T)

How the deposited data were processed for this re-analysis (not part of the article)

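The samples were Fluoro-Gold labelled motor neurons of the tail, cut by laser from the S3 and S4 segments of adult male Wistar rats: 4 uninjured controls and 6, 5, 8 and 8 animals taken 2, 7, 21 and 60 days after transection of the cord at S2. Each array stands for 1 animal, so that replicates are separate animals and 31 arrays were used. According to the paper, 70 to 200 neurons were collected per rat and the RNA went through 2 rounds of linear amplification. The control, day 2 and day 7 arrays were made for the present study and the day 21 and day 60 arrays for the earlier study [32].

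The deposited values are on the log2 scale. The authors discarded probe sets outside Ensembl's annotation of the chip, compensated the background, quantile normalized the probe intensities, computed RMA summaries (the submitters' processing notes name RMA, with no version) and again compensated and normalized the summaries, which left 12919 probe sets. No raw array file was used, so these steps were not repeated. From the deposited log2 values everything else was computed here. The 6 Affymetrix control sets were left out of the tests, which covered 12913 probe sets. Of these, 11880 carry 1 gene symbol, 320 several and 713 none in the annotation, and 9769 genes are named.

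A linear model with a mean for each of the 5 groups and no covariate was fitted to all 31 arrays with limma 3.58.1 in R 4.3.3, with moderated variances. The moderated F-test over the 5 groups was called at a Benjamini-Hochberg FDR of 0.02, the paper's threshold but not its method (the paper converted the p of limma and Cyber-T to FDRs by the approach of Allison and colleagues and took permutation FDRs for SAM, and combined the 3 tests), and contrasts at an adjusted p under 0.05 (two-sided). Contrasts compared days 2, 7, 21 and 60 with control, the mean of days 21 and 60 with control (late), and the mean of days 2 and 7 with control (early). Within each study, days 0, 2 and 7 were compared by an F-test on their 15 arrays and day 60 with day 21 on their 16 arrays. A further contrast set the late arrays against the other 15. The ± after a log2 fold change is the SE of the fit, and the ± after a mean is the SD over animals.

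Gene lists were fixed beforehand from the ontology terms of Table 1 and the cell types that a section of spinal cord can hold. A list was tested when at least 3 of its genes were measured, with 1 probe set per gene (the highest mean), by camera with a preset correlation of 0.01 and again with an estimated correlation, with p adjusted over 37 lists and 4 contrasts. The probe sets of Table 2 and the genes of Table 3 were tested for the direction that the text gives for their profile: profiles 1 to 4 and 12 lower late, 6 to 10 higher late, 5 higher at day 2 and 11 lower early. Where Table 3 names a gene with several probe sets, the one with the smallest p in the F-test stands for it. The late contrast averages 2 time points, so that a gene can pass it and not the contrast at 1 of them.

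Genes named in the text follow a rule written before the data were examined: every probe set of Table 2 and gene of Table 3, and for each day the 10 probe sets with the highest and the 10 with the lowest change among those that were called, matched 1 symbol and had no overlap between the animals of the 2 groups, and the 2 to 4 members of a list with the smallest p. The cluster numbers of Tables 2 and 3 had been seen by then. Of the 83 probe sets of Table 2, 11 have no symbol in the annotation table, are not named here and enter the tallies only; 2 of the 34 entries of Table 3 have no value, because the annotation gives no probe set that names the gene alone.

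The consensus clustering of the paper was repeated on the called probe sets with scikit-learn 1.9.0 in Python 3.11.15: k-means with 30 runs for each k from 6 to 14, co-occurrence, and Ward linkage into 12 groups, with fixed seeds. The paper's own gene list was held for its first 2018 of 3708 entries, which give clusters 1 to 5 in full, so that profiles are described for these clusters and no overlap with the paper's clusters was counted. The search for transcription factor binding sites and the ontology enrichment were not repeated. Annotations other than the lists above, immunostaining and physiology were outside the deposited values.

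The scripts were tested on simulated data with 200 changed probe sets of 12913. At a log2 change of 0.5 the contrasts found 41.8% (day 2), 37.3% (day 7), 43.3% (day 21) and 58.2% (day 60) of them, at a change of 1 92.5%, 97%, 92.5% and 94%, and at a change of 2 100%, 98.5%, 100% and 100%. A gene without a call is therefore not shown to be unchanged where the change is small. In simulated lists camera called the 1 shifted list and no other of 148 list and contrast pairs. That run does not show that the preset correlation guards against false calls in the real lists. Among the called real lists the estimated correlation lay between 0.037 (axon guidance and neuron projection development) and 0.495 (cytosolic ribosomal proteins). With the estimated correlation 0 of the 31 calls stayed. The clustering gave an adjusted Rand index of 0.909 against the simulated profiles.

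The alternatives were eBayes with trend and robust settings, array weights, a further quantile normalization, centring each array on its median, leaving out the lowest 25% of probe sets by mean expression, 1 probe set per gene, the replicate number of the labels as a block, each array left out in turn, fits with only the 2 groups compared or only the present study, Storey's q-value (lambda 0.5), statistics in the style of Cyber-T (a window of 101 probe sets and a prior weight of 10) and SAM (100 permutations), and, for the clustering, average linkage, scaling by the SD and linear values. A further 5 were added after seeing the data: 2 arrays left out (Spi-2 replicate 4 and Spi-7 replicate 5), 3 day 21 arrays left out (Spi-21 replicates 1 to 3), and the difference of the 3′ and 5′ Gapdh control probe sets as a covariate (the 3′ covariate), and, for late against early animals alone, the same difference of beta-actin as a covariate and day 2 and day 7 animals without the controls as the early ones. Other computations used scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3.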

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

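The tests in this part rest on bounds written before the data were examined, as were the gene lists, the rule for named genes and most alternatives; the test with beta-actin, the contrast of injured animals alone, the look at expression levels and at interneuron markers beside the myelin genes, the count of splits at an unadjusted p, the fit with the 3′ covariate and those without 2 or 3 arrays were chosen after seeing the data.

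Several arrays lay far from the rest of their group. In all 60 groups of 4 to 8 animals were examined for such a value, and 10 held 1, where chance gives about 1 in 20. Spi-7 replicate 5 had a median correlation of 0.949 with the other arrays of its group (the others 0.974 to 0.984), stood at 18.02 on the first principal component (the others -23.76 to -14.75) and had a mean of -0.40 for the oxidative phosphorylation genes (the others -0.29 to -0.27, log2 above control). Spi-60 replicate 5 had a median correlation of 0.961 (the others 0.970 to 0.978). The mean of the microglia and macrophage markers was 1.28 in Spi-21 replicate 4 (the others -0.08 to 0.53) and 1.28 in Spi-60 replicate 8 (the others 0.13 to 0.58). The mean of the myelin markers was -0.50 in Control replicate 4 (the others 0.13 to 0.20) and -0.31 in Spi-2 replicate 4 (the others -0.76 to -0.62). The mean of the fibroblast and meningeal markers was 3.25 in Spi-2 replicate 4 (the others -0.18 to 0.14) and -0.40 in Spi-60 replicate 7 (the others -0.24 to -0.13).

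Inflammatory genes were higher at day 2, with a median log2 fold change of 0.22 over 37 genes (95% bootstrap interval over the genes 0.06 to 0.42). Much of this median rests on 1 array: without Spi-2 replicate 4, whose list mean stood 0.99 above control where the other day 2 arrays stood at 0.03 to 0.50 and the controls at -0.11 to 0.15, the median was 0.05, or 21.7% of its value with all arrays, and the list was not called (adjusted p = 0.128, range over the alternatives 0.000586 to 0.574). RNA from microglia or macrophages may also take part, since their markers, of which 0 belong to the inflammatory list, were higher at day 2 in data that the paper does not discuss by cell type: the median was 0.69 (0.30 to 1.70), 0.63 without that array, and Lyz2, the probe set with the highest signal among them, stood at 8.43 ± 0.48 (log2, SD, n = 4) in Control and 10.32 ± 1.88 (n = 6) in Spi-2. The laser cutting of labelled neurons aims to leave such cells out. A response of the motor neurons themselves to the injury, which the paper describes, was not tested and stays open beside both.

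Late arrays differed from early ones. The contrast of the day 21 and day 60 arrays with the control, day 2 and day 7 arrays, which partly repeats that of late animals with control, called 3904 probe sets, 2125 lower and 1779 higher (57.0% higher after a further quantile normalization, against 45.6%). Between late and early injured animals the change from control differed in 3004 probe sets, 1579 lower and 1425 higher late, of which 2492 are among the 3904. A change over time and a difference between the 2 studies cannot be told apart here, because each group was made in 1 study only. A 3′ bias of the amplified RNA stays open as well. With the Gapdh 3′ to 5′ difference as a covariate 3198 of the 3904 calls, 81.9%, stayed, but this measure was 2.67 ± 0.53 in 15 early arrays and 2.89 ± 0.92 in 16 late ones (permutation p = 0.42, two-sided), so that it had little of the step to remove and the bound set for it decides nothing. The 3′ to 5′ difference of beta-actin did part the arrays, with 2.78 ± 0.45 early and 3.36 ± 0.31 late (permutation p = 0.00041, two-sided), and with it as a covariate 1110 of the 3904 calls, 28.4%, stayed; the median SE went from 0.084 to 0.107 and the median size of the change among the 3904 from 0.34 to 0.29. Since beta-actin goes with the groups, a bias and the step cannot be told apart by it. For day 60 against control, where the covariate goes with the group, 242 of 2207 calls stayed, with a median SE that went from 0.143 to 0.182 and a median size of the change among those calls that went from 0.63 to 0.48, so that these calls ended on both counts.

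Myelin genes were lower late after injury, with a median of -0.62 over 19 markers (95% bootstrap interval -0.88 to -0.40). The list means of the controls were -0.50 to 0.20. A lower share of all glia and neighbouring cells in the late samples, which would lower the markers of the other cell types alike, cannot be told apart from the rest by these values. The microglia and macrophage markers had a median of 0.35 (0.19 to 0.58) and the endothelial markers 0.02 (-0.05 to 0.22), but their median levels in Control, 5.73 and 5.85, lay under the median of all probe sets, 6.01, and dim probe sets show such a fall less. At or under a level of 7.01, where 17 of the 19 microglia and 9 of the 11 endothelial markers lie, the 5 myelin markers had a late median of -0.13 and the 11 interneuron markers -0.08, against -0.74 and -1.73 for the 14 and 6 brighter ones, and 7.31% of all dim probe sets fell below -0.40, against 34% of the brighter. The bound set for these lists therefore decides nothing, and a rise in microglia can also have its own reasons. The astrocyte markers, at a level of 8.20, stood at -0.03 (-0.61 to 0.09), an interval that overlaps that of myelin. The interneuron markers stood at -0.25 (-1.13 to -0.05), with 7 of 17 called lower late, which is the direction of such a share. The sizes were not alike, since the brighter interneuron markers stood at -1.73 and the brighter myelin markers at -0.74. The fibroblast and meningeal markers, a dim list with a level of 5.81 in Control, stood at -0.16 (-0.50 to 0.02), with 0 called lower late. A smaller amount of oligodendrocyte RNA alone, a change inside oligodendrocytes and a difference between the studies stay open and were not tested.

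Interneuron markers, which the paper does not discuss, were lower at day 2, with a median of -0.34 over 17 genes. The list means of the 2 groups overlap: Control replicate 4 stood at -0.61 and the other controls at 0.10 to 0.37, and the Spi-2 arrays at -0.73 to -0.31. Penk stood at -1.96 and Calb1 at -0.62 (adjusted p = 0.00135 and 0.0203, limma). No explanation was tested for this.

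Other splits of the animals into groups of the same sizes show whether chance gives as many calls; 100 splits were counted for each result, the real one included. Chance could be excluded for the F-test over 5 groups (2098, highest other split 2), day 2 (1146, highest other 632), day 7 (334, 229), day 21 (2148, 1671), day 60 (2207, 1197), days 0, 2 and 7 within the present study (389, 9) and late against early animals (3904, 1), with 1 split of 100 at the real count in each. For day 60 against day 21 within the earlier study (1 call, highest other 1), 3 of 100 splits gave as many. At an adjusted p under 0.05 few splits make any call, so a count of 1 adds nothing to that threshold and decides nothing. The count itself depends on single arrays: it was 11 without Spi-21 replicate 4 and 0 without any other 1 of the 16 arrays. It was 64 without Spi-21 replicates 1 to 3, and 1340 probe sets had an unadjusted p under 0.05. For day 7 against day 2 limma made 0 calls, which each of the 100 splits must reach (highest other split 8), so that this count decides nothing. At an unadjusted p under 0.05 the real split gave 460 probe sets and 59 of 100 splits gave as many (highest other 1769); no difference between these days is shown.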

How the results depend on the processing

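The fits with the 3′ covariate (Gapdh), with beta-actin as the covariate and with injured early animals only, and those that left out 2 arrays or 3 day 21 arrays, were chosen after seeing the data; the beta-actin and injured-only fits were run for late against early animals alone.

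No named gene or list reversed its direction under any alternative (0 values). Of 183 results for named genes 146 were called; 71 kept their call in every alternative, 96 with each array left out in turn and 87 with the 3′ covariate. Of 148 list results 31 were called and 28 kept the call with each array left out; with an estimated correlation 0 of the 31 were called. Between named genes and settings, quantile normalization ended 9 calls, the replicate number as a block 8, the fit without 3 day 21 arrays 10 and the 3′ covariate 59. Arrays carry no read depth; small changes are limited by the spread of 4 controls.

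Counts of probe sets moved by more than 1.5 times as follows. Array weights gave 4082 in the F-test (2098), 2275 at day 2 (1146), 1530 at day 7 (334), 1060 for days 0, 2 and 7 (389) and 25 genes of Table 3 past the F-test (16); the q-value gave 3625 and 29. Fits of the 2 groups alone gave 524 at day 7 and 1364 at day 21 (2148), with fewer arrays behind the variance. Without 3 day 21 arrays the count was 680 at day 21, 2508 for late against early animals (3904) and 64 for day 60 against day 21 (1). The 3′ covariate gave 190 at day 7, 267 at day 60 (2207) and 4 for day 60 against day 21, and left 27 of 54 Table 2 probe sets and 13 of 21 Table 3 genes called in the direction of their profile. The beta-actin covariate gave 1189 for late against early animals (3904); injured early animals only gave 3004, a smaller move. Day 60 against day 21 gave 0 with trend and robust eBayes and 2 with quantile normalization and with 1 probe set per gene. Apart from the construction of each fit, the cause was not tested.

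With the replicate number as a block (replicate block), days 0, 2 and 7 gave 25 and day 60 against day 21 gave 0, against 389 and 1. The numbers do not pair the animals: same-numbered arrays of different groups had residuals that correlated at -0.03 on average (51 pairs, -0.33 to 0.35), with 11 above 0.1 and 9 highest with their own number.

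With each array left out in turn the F-test gave 1484 to 2827, day 2 675 to 1389, day 7 147 to 378, day 21 1197 to 2415, day 60 1420 to 2411, late against early 3385 to 4434, days 0, 2 and 7 103 to 582, day 60 against day 21 0 to 11, and Table 2 in the direction of its profile 35 to 59. Single controls decide many calls. Without control replicate 1, 2 or 3 the counts were 747, 758 and 675 at day 2, 168, 200 and 147 at day 7, 131, 156 and 103 for days 0, 2 and 7, and 35 in each case for Table 2; without replicate 2 or 3 they were 1197 and 1276 at day 21 and 1420 and 1446 at day 60. Days 0, 2 and 7 gave 253 without control replicate 4 and 245 and 250 without Spi-2 replicates 5 and 6. Day 7 gave 202 and 207 without Spi-7 replicates 1 and 2. Day 60 against day 21 gave 11 without Spi-21 replicate 4 and 0 without any other 1 of the day 21 and day 60 arrays.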

Differences from the paper's values

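No test in this part was chosen after its result was seen, except where a sentence says so.

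The paper gives 3708 probe sets that differ over the 5 time points at an FDR of 0.02 by its adjusted ANOVA tests; limma called 2098 at a Benjamini-Hochberg FDR of 0.02, the same threshold by another FDR method: the paper used the approach of Allison and colleagues for limma and Cyber-T, which was not run here. Of the alternatives set before the data were examined, array weights (4082), the q-value (3625) and the fit without Spi-7 replicate 5 (2827) came within 1.5 times of the paper's number. The others did not: trend and robust eBayes 2050, quantile normalization 2101, median centring 2221, without the lowest 25% of probe sets 2127, 1 probe set per gene 1787, replicate block 1984, Cyber-T style 1857, SAM style 2040, all 3 tests 1615, and the other fits without 1 array 1484 to 2310. Of combinations chosen after seeing the values, the Cyber-T style with the q-value called 3031, within 1.5 times, and left out 11 of the 83 probe sets of Table 2, and any of the 3 tests called 2469, which is not within.

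The paper's smallest cluster has 178 probe sets and its largest 574; here, on fewer called probe sets, they had 93 and 279. Scaling by the SD gave a smallest cluster of 125, within 1.5 times, and average linkage (108) and linear values (70) did not. None of these alternatives brought the largest cluster within 1.5 times (294 with average linkage, 241 with SD scaling, 271 with linear values).

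The paper lists 34 transcription factor genes that differ over time. Here 16 passed the F-test at the same threshold, of 32 entries that a probe set names alone. Arid1b is entered under both profile 4 and profile 9, with the same probe set. Array weights (25) and the q-value (29) came within 1.5 times, and the other alternatives set before the data were examined did not (13 to 21).

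The paper calls the 83 probe sets of Table 2 at an FDR of 0.02, and 53 of these passed here (81 adjusted over the list alone, 79 with the q-value, 76 with array weights); 82 of 83 had the sign of their profile and 54 of these were called for it. Genes of the table without a call in the direction of their profile, with the settings that called them, were Kcnk12 0.24 (array weights), Kcnab1 0.23 (without Spi-60 replicate 8), Kcnc2 in its second listed probe set 0.31 (without Spi-2 replicate 1; at day 21 it was called at 0.47), Kcnh2 early -0.24 and Grin3b early -0.50 (each with array weights and without Spi-7 replicate 5, and without 2 arrays, chosen after seeing the data), Camk2n1 early -0.32 (array weights, without Spi-2 replicate 1 or Spi-7 replicate 5, and without 3 day 21 arrays, chosen after seeing the data), Cabp1 early -0.36 and Adra1a early -0.22 (each with array weights), and Scn9a at day 2 1.26 (array weights and 2 groups only). The second probe set of Scn3b, 0.72 at day 2, was called with array weights, with 2 groups only, in the present study only, without Spi-2 replicate 2 and without 3 day 21 arrays (chosen after seeing the data), and the acetylcholine transporter Slc18a3, 0.34 late, with the replicate block. Caly (Drd1ip in the table), -0.39 late, and Slc6a3, 0.24 late in the set of profile 6, were called under several settings, among them trend and robust eBayes and array weights. Adjusted over the list alone, which the study chose on these arrays, the genes named so far passed, apart from Adra1a and Slc18a3, and so did Kcnk6, 0.47 at day 2, and Kcnk9, 0.30 late. Neither this nor any other setting called Cacng1, Cacnb4, Clcn3, Grik2, Cacng2 late, Chrna4, Chrnd, Drd5, Slc4a3 or the profile 9 set of Slc6a3.

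Gabarap, which the paper places among genes that are higher late, stood at -0.05 late (adjusted p = 0.891, limma). ATF4, for which the paper gives an early repression and then a late rise, had a late change of -0.12 (adjusted p = 0.612) against control. At day 2 it fell by 0.55 (adjusted p = 0.0366). Its signal was 7.24 in Spi-2, 7.60 in Spi-21 and 7.74 in Spi-60, against 7.79 in Control. The late means thus lay above that of day 2, a change given no p here, and not above control. PBX3 is called raised in the paper's discussion and stands in profile 1 of its Table 3; its late change here was -0.74 (adjusted p = 0.00473), as that profile states. Arid1b, listed in both profile 4 and profile 9 of Table 3, had a late change of 0.29 (adjusted p = 0.143), the sign of profile 9. Nfyc, of profile 1, was called at day 21 (-0.44, adjusted p = 0.00941) and had a late change of -0.19. Klf10 (-0.53), Gtf2ird1 (-0.40) and Runx3 (0.22) passed late when adjusted over the list alone, which the study chose on these arrays, and in no other setting. No setting called the late change of Nfyc, or Aatf, Irf9, Srebf1, Dmrt1, Arid1b or, late, Atf4 in the direction of its profile.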

Other observations

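No hypothesis was added after seeing the data, and no test in this part was chosen after its result was seen.

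Markers of cell types that a section of spinal cord can hold were tested beside those described at the claims. At day 2, 7 keratinocyte markers had a median log2 fold change of -0.13 (camera, adjusted p = 0.675), 16 skeletal muscle markers 0.03 (0.765), 6 Schwann cell markers 0.09 (0.565), 11 endothelial and vascular markers -0.02 (0.999) and 12 fibroblast and meningeal markers 0.56 (0.0773). At day 60 the same lists stood at -0.02 (0.899), 0.04 (0.675), 0.06 (0.675), 0.07 (0.624) and -0.15 (0.912). None was called at days 2, 7, 21 or 60 with all arrays. Interneuron markers, 17 genes, were called lower at day 2 (4 lower, 7 adjusted over the list alone, adjusted p = 0.0019), day 7 (2 and 5, 0.000403) and day 60 (6 and 7, 0.00651; not without control replicate 1) besides day 21, and with an estimated correlation the p was 0.518 each time. Motor neuron markers, 14 genes, had a mean of -0.01 ± 0.18 above control (SD) in Spi-2, 0.09 ± 0.28 in Spi-7, -0.01 ± 0.18 in Spi-21 and 0.12 ± 0.08 in Spi-60. In 17 of the 148 list and contrast pairs (0 of the 17 called) the median, at -0.06 to 0.07, and camera's direction had opposite signs, as for cell-cell adhesion at day 21 (median -0.05, direction up), immediate early genes at day 2 (-0.06, up), endothelial markers at day 2 (-0.02, up) and motor neuron markers at day 60 (-0.03, up). For the chloride channels and cotransporters at day 60 the median was 0.07 and the mean -0.04.

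Over all 12913 probe sets, the animals of the 2 groups had no overlap in 1212 at day 2 (chance gives 0.952% of probe sets), 1192 at day 7 (1.59%), 946 at day 21 (0.404%) and 1651 at day 60 (0.404%). Those called against control hold 741, 280, 845 and 1350 of these.

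Spi-21 replicates 1 to 3 stood at 26.41 to 35.95 on the first principal component and replicates 4 to 8 at 2.92 to 6.99. The Gapdh 3′ to 5′ difference was 2.76 to 3.54 in Spi-21 replicates 1 to 4 and 1.13 to 1.66 in replicates 5 to 8.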
